# Genome-wide assessment of DNA methylation in mouse oocytes reveals effects associated with in vitro growth, superovulation, and sexual maturity

**DOI:** 10.1186/s13148-019-0794-y

**Published:** 2019-12-19

**Authors:** Maria Desemparats Saenz-de-Juano, Elena Ivanova, Katy Billooye, Anamaria-Cristina Herta, Johan Smitz, Gavin Kelsey, Ellen Anckaert

**Keywords:** In vitro follicle culture, Prepubertal oocytes, Superovulation, Global DNA methylation

## Abstract

**Background:**

In vitro follicle culture (IFC), as applied in the mouse system, allows the growth and maturation of a large number of immature preantral follicles to become mature and competent oocytes. In the human oncofertility clinic, there is increasing interest in developing this technique as an alternative to ovarian cortical tissue transplantation and to preserve the fertility of prepubertal cancer patients. However, the effect of IFC and hormonal stimulation on DNA methylation in the oocyte is not fully known, and there is legitimate concern over epigenetic abnormalities that could be induced by procedures applied during assisted reproductive technology (ART).

**Results:**

In this study, we present the first genome-wide analysis of DNA methylation in MII oocytes obtained after natural ovulation, after IFC and after superovulation. We also performed a comparison between prepubertal and adult hormonally stimulated oocytes. Globally, the distinctive methylation landscape of oocytes, comprising alternating hyper- and hypomethylated domains, is preserved irrespective of the procedure. The conservation of methylation extends to the germline differential methylated regions (DMRs) of imprinted genes, necessary for their monoallelic expression in the embryo. However, we do detect specific, consistent, and coherent differences in DNA methylation in IFC oocytes, and between oocytes obtained after superovulation from prepubertal compared with sexually mature females. Several methylation differences span entire transcription units. Among these, we found alterations in *Tcf4*, *Sox5*, *Zfp521*, and other genes related to nervous system development.

**Conclusions:**

Our observations show that IFC is associated with altered methylation at specific set of loci. DNA methylation of superovulated prepubertal oocytes differs from that of superovulated adult oocytes, whereas oocytes from superovulated adult females differ very little from naturally ovulated oocytes. Importantly, we show that regions other than imprinted gDMRs are susceptible to methylation changes associated with superovulation, IFC, and/or sexual immaturity in mouse oocytes. Our results provide an important reference for the use of in vitro growth and maturation of oocytes, particularly from prepubertal females, in assisted reproductive treatments or fertility preservation.

## Background

Recent progress in stem cell biology has opened up the possibility of generating mature gametes in vitro from pluripotent cells, with the demonstration that the entire cycle of the female mouse germline can be reproduced in vitro [1]. It is essential to prove the safety of such procedures before they become applied in human [2]. Up to now, only in vitro maturation (IVM) of oocytes from small antral follicles (2–8 mm) has seen a successful clinical application [3], but efforts are being made to design new culture systems capable of supporting the in vitro growth of early-stage follicles toward competent oocytes [4–6]. For example, multi-step culture models have been developed to support the ex vivo propagation of human immature oocytes from primordial/unilaminar stages to the metaphase-II (MII) stage [7].

Although most babies conceived by assisted reproductive technologies (ARTs) seem healthy, studies in various species have reported phenotypic or functional alterations associated with ART procedures [8]. It has also been shown in animal models that a suboptimal environment around the time of conception can predispose offspring to adverse metabolic and cardiovascular phenotypes [9–11]. Furthermore, a number of studies have reported an increased risk of genomic imprinting disorders in ART children, including Beckwith-Wiedemann (BWS), Angelman (AS), Prader-Willi (PWS), and Silver-Russell (SRS) syndromes [12–17], although the extent to which ART procedures themselves or the underlying fertility impairments of parents contribute is not fully resolved [16, 18–20]. DNA methylation alterations have been identified as possible underlying mechanisms, but there is no definitive knowledge about the impact of ARTs on DNA methylation establishment in oocytes.

In mice, de novo DNA methylation in oocytes starts around 10 days after birth and is almost complete by the fully-grown germinal vesicle (GV) stage [21, 22]. Methylation acquisition depends on the de novo DNA methyltransferases DNMT3A and DNMT3L [22] and occurs progressively from the secondary follicle stage as the oocyte increases in diameter [23]. The resulting oocyte methylome is unique and highly structured, divided into highly methylated domains and unmethylated domains, with methylation predominantly intragenic and associated with transcriptionally active gene bodies [24]. Included in this gene-body methylation are the CpG islands (CGIs) that constitute the germline differential methylated regions (gDMRs) of imprinted genes necessary for their parent-of-origin monoallelic expression after fertilization [24, 25]. The link between oocyte transcription events and de novo methylation suggests the possibility that transcriptional abnormalities could result in DNA methylation errors.

Studies that have surveyed a limited number of imprinted genes suggest that in vitro follicle culture (IFC) and superovulation do not impair the establishment of methylation at imprinted genes [26, 27]. We described normal methylation patterns for the gDMRs of *H19*, *Snrpn*, *Igf2r*, and *Mest* in mouse metaphase-II (MII) oocytes obtained after culture from the early preantral follicle stage under various culture conditions and treatments [26–28]. Similar results have been observed for the *H19*/*IGF2*, *PEG3*, and *SNRPN* gDMRs in bovine IVM [29] and the *LIT1*, *SNRPN*, *PEG3*, and *GTL2* gDMRs in human IVM [30]. However, genome-wide analysis has revealed that apart from the classical imprinted gDMRs, a large number of other CGIs become highly methylated in oocytes [22, 25], some of which may be important for gene regulation in the embryo. Notably, oocyte-derived methylation outside of imprinted genes plays a major regulatory role in the trophoblast lineage in mouse [31], and determines placental-specific imprinting in human [32, 33]. Despite the fact that DNA methylation establishment at imprinted gDMRs in the oocyte proceeds normally, there is accumulating evidence that superovulation and IFC alters maintenance of gDMR methylation during embryo development [34–37]. A possible explanation is that culture and superovulation affect maternal-effect factors required for imprinting maintenance after fertilization.

Here, we generated high-resolution, genome-wide methylation maps of oocytes derived from follicle culture and oocytes obtained after superovulation. Our results indicate that the oocyte methylome is robust and not grossly altered by these ART-related procedures. However, we do find significant gene-specific differences associated in particular with IFC and with sexual maturity. Our data provide an essential reference for epigenetic safety assessments in studies that aim to improve and optimize oocyte culture systems. In addition, they provide new insights into oocyte methylation at prepubertal stages that could be important for improvement of fertility preservation programs.

## Results

### Experimental design and properties of in vitro and in vivo derived oocytes

The current study aimed to evaluate the effects of procedures associated with ARTs on DNA methylation establishment in mouse oocytes by performing genome-wide bisulphite sequencing of MII oocytes obtained after preantral follicle culture (IFC) and superovulation compared with natural ovulation (Fig. 1a). MII oocytes were selected in order to analyze those oocytes that had successfully completed nuclear maturation after preantral and antral development in vitro. Because sexual maturity of the mouse strain used in this study is only attained after 4 weeks [38], age-matched oocytes were used for the assessment of the effect of follicle culture and superovulation. Therefore, our study design comprised four groups. Preantral follicles from prepubertal 13-day-old female mice were cultured for 10 days in an established follicle culture system [39] to obtain the IFC group, which were compared with prepubertal superovulated 23-day-old females (SO). In addition, superovulated oocytes from adult females (SOA; 10 weeks old) were compared to adult naturally ovulated oocytes (in vivo, IV; 10 weeks old). Therefore, the comparisons also enable the effects of sexual maturity and hormonal stimulation on the oocyte methylome to be evaluated. In all cases, oocytes were from F_1_ (C57BL/6JxCBA/Ca) females, so they were genetically identical.

**Fig. 1:**
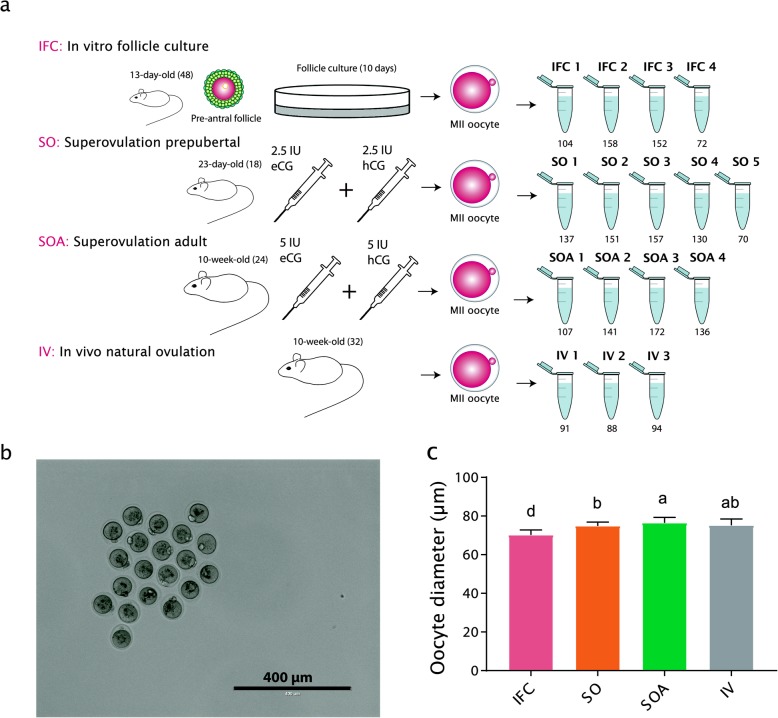
**a** Experimental groups used for the genome-wide DNA methylation analysis. The number of females used per group is indicated in brackets next to their age. The tubes represent the number of biological replicates and the number under each tube indicates the number of oocytes pooled in each sample. *MII* metaphase II, *eCG* equine chorionic gonadotropin, *hCG* human chorionic gonadotropin. **b** MII oocytes from IFC obtained after 10 days of culture. Pictures were taken before snap freezing to measure oocyte diameters. **c** Oocyte diameter per group. Bar charts show the mean and the standard deviation (SD). Lower-case letters denote significant differences (*p* < 0.05) after applying non-parametric Krustall-Wallis and Dunn’s multiple comparisons tests

IFC MII oocytes were obtained from six independent culture experiments of 10 days duration. In each culture, 200 preantral follicles were cultured, of which 31.1 ± 2.53% (mean ± SEM) attained the antral stage. The polar body extrusion (PB) rate after r-hCG/r-EGF stimulation of antral follicles was 83.94 ± 2.36%. For the MII oocytes obtained from female mice, the average number of oocytes retrieved per female after superovulation was higher in prepubertal (37.7 ± 5.95; mean ± SEM) than in adult females (23.0 ± 0.67, mean ± SEM). This can be explained by the fact that at day 23 ovaries contain more synchronized follicles from the first wave in the early antral stage that are responsive to stimulation. For IV MIIs collected after natural ovulation, 6–9 oocytes were isolated per female.

DNA methylation acquisition in the oocyte correlates with increasing diameter [23]. Therefore, before snap freezing, pools of oocytes were photographed in order to evaluate their sizes (Fig. 1b). IFC oocytes had a significantly smaller diameter than the other groups (70.17 ± 0.11 μm; mean ± SEM, Fig. 1c), SOA oocytes had significantly greater diameters than their prepubertal (SO) counterparts (74.85 ± 0.05 μm vs. 76.42 ± 0.10 μm; mean ± SEM), but IV oocytes (75.2 ± 0.4 μm; mean ± SEM) were not significantly different from SO or SOA oocytes. In the maternal strain, C57BL/6 J de novo methylation is expected to be substantially completed once oocytes attain a diameter of ≥ 70 μm [23].

### A conserved pattern of genomic DNA methylation in oocytes irrespective of in vitro or in vivo protocol

For genome-wide DNA methylation analysis, MII oocytes retaining their polar bodies were collected in pools of between 70 and 172 oocytes, and between three and five pools per condition (Fig. 1a). 

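The deposited data cover 16 PBAT libraries, each made from 1 pool of oocytes of F1 females of C57BL/6 J and CBA/Ca mice: 4 IFC pools, 5 SO pools, 4 SOA pools and 3 IV pools. IFC oocytes grew in preantral follicles that were isolated from 13-day-old females and cultured for 10 days. The sample labels give an age of 23 days for these samples, which counts the days in culture. SO oocytes came from 23-day-old females injected with 2.5 IU of eCG and then of hCG, and SOA oocytes from 10-week-old females injected with 5 IU of each, so that the dose differed along with the age. IV oocytes came from 10-week-old females that received no hormones. PBAT adds the sequencing adapters after the bisulfite treatment, which spares small amounts of DNA from losses, and a cytosine that is still read as C after the treatment is called methylated. The authors aligned the reads to GRCm38 with Bismark version 0.19, removed duplicates, and deposited for every CpG position and strand with at least 1 call the counts of methylated and unmethylated calls and the percentage of methylated calls. The libraries held 5311009 to 8231898 calls in IFC (median 7485278), 5247001 to 19660161 in SO (median 12126481), 5218053 to 23065411 in SOA (median 5711665) and 15644144 to 17275310 in IV (median 16009554). All 4 IFC libraries, SO1, SO2 and 3 of the SOA libraries were below 12 M reads in Table S1, while SO3, SO4, SO5, SOA4 and the 3 IV libraries were deeper, so that depth and group were partly confounded. Between 65.5% and 91.5% of the positions in a library carried a single call. A percentage at a single position therefore carries little information, and methylation was averaged over many positions. The calls are counts of sequenced reads without molecular identifiers, so intervals given for them cover counting error only.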

Whole-genome DNA methylation maps were generated using the post-bisulphite adapter tagging (PBAT) method with previously described modifications [40, 41]. 

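The number of CpG positions with at least 1 call was lowest in SOA3, with 4584808 positions, and highest in SOA4, with 15252485, both strands being counted separately. The mean number of calls per covered position was between 1.11 and 1.51. Of the covered positions, 0.664% to 2.36% did not lie on a CpG of the GRCm38 reference. Only 4.08% to 6.51% of the calls at those positions were methylated. They were kept in the main analysis, because the authors' files list them as CpG positions.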

After alignment and removal of sequence read, duplicates between 6,357,771 and 29,532,884 uniquely mapped reads were obtained per library (Additional file 8: Table S1). When the replicates were merged within the four experimental groups, between 36,244,782 and 75,743,443 reads were obtained per group, resulting in a coverage of CpGs (≥ 1 read) in the merged groups of between 62.95% and 77.4% (Additional file 9: Table S2).

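With both strands of a CpG combined, the GRCm38 sequence used here holds 21867837 CpGs on chromosomes 1 to 19, X, Y and the mitochondrial genome. At least 1 call was present at 13766356 of them in the merged IFC libraries (62.95%), 16925228 in SO (77.4%), 15369525 in SOA (70.3%) and 16002528 in IV (73.2%). A minimum of 5 calls left 2.91% of the CpGs in IFC and 20.5% in SO. The mean depth was 1.29 calls per CpG in IFC, 2.68 in SO, 1.79 in SOA and 2.21 in IV.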

Total genomic CpG methylation increases from 2.3% in non-growing oocytes to 38.7% at the fully grown GV stage; in addition, oocytes accumulate higher levels of methylation of non-CpG cytosines than most somatic tissues [42]. Global CpG methylation in all our samples was 37.7–42.9% (Additional file 8: Table S1), and non-CpG methylation (CHG and CHH) was 3.2–5.2%, in line with expectations (Additional file 8: Table S1). 

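Averaged over all covered positions, CpG methylation was 41.5% ± 2.38 (SD, n = 4) in IFC, 40.9% ± 1.69 (SD, n = 5) in SO, 40.6% ± 2.53 (SD, n = 4) in SOA and 40.6% ± 2.38 (SD, n = 3) in IV. Single samples ranged from 38.1% in IFC4 to 43.6% in SOA1. None of the 4 comparisons of groups exceeded the spread between samples. The differences were 0.641 percentage points for IFC minus SO (two-sided exact permutation test, p = 0.683), 0.245 for SO minus SOA (exact p = 0.873), 0.0269 for SOA minus IV (exact p = 1, where 0.0286 is the smallest p that 4 samples against 3 allow) and 0.886 for IFC minus SOA (exact p = 0.743). With only positions of at least 3 calls, the difference in global CpG methylation, SO minus SOA, was -0.482 points, and without SOA4 it was -0.534. Non-CpG methylation was not analysed here.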

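Tiles were built from the reference sequence as runs of 100 consecutive CpGs. The methylation of a tile in a sample was the mean of the percentages of its covered positions, and a value required at least 5 covered positions. The tiles had a median width of 10724 bp. The median tile held 35 covered positions and 40 calls in IFC1, and the number of tiles with a value ranged from 203993 in SOA3 to 210679 in SOA4.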

To evaluate the genomic methylation profile in detail, we generated fixed size tiles of 100 CpGs that segregated the genome into 218,689 non-overlapping tiles. 

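The grid of 218689 tiles gave 195710 tiles with a value in every sample, or 89.5% of the grid. When at least 20 covered positions were required, 41023 tiles had a value in every sample. After every library had been thinned at random to the 5218053 calls of the shallowest library, SOA2, 192777 tiles remained.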

From these we obtained 195,710 tiles with coverage in all 16 samples. 

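Pearson's r between the tile percentages of 2 samples, computed across tiles, lay between 0.916 and 0.981 for all 120 pairs of samples. Tiles within a sample are not independent replicates, and the pairs share samples, so no test was made. The median was 0.953 for the 25 pairs within a group and 0.946 for the 95 pairs between groups, and the lowest pair within a group reached 0.933. After thinning of all libraries to the same total number of calls, the medians were 0.938 within groups and 0.930 between groups. Part of the scatter between samples is therefore the counting error of shallow tiles.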

We first observed that all the replicates were highly correlated (Additional file 1: Figure S1). The distribution of methylation levels of these tiles across the genome is highly bimodal, similar to previously published data [22, 24, 42, 43], with most 100 CpG tiles having less than 20% (43.5 ± 0.79%; mean ± SEM) or greater than 80% (27.1 ± 0.23%; mean ± SEM) methylation (Fig. 2a). These results confirm the absence of contamination by cumulus cells, although one possible exception was the naturally ovulated sample IV1, which had a lower percentage of hypomethylated (0–20%) tiles and higher percentage of intermediately methylated tiles (20–40%) (Fig. 2a). 

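Tiles with less than 20% methylation made up 41.4% ± 0.705 (SEM, n = 16) of the informative tiles and tiles with more than 80% made up 25.0% ± 0.250 (SEM, n = 16). Together they accounted for 66.5% of the tiles. The share below 20% was 40.8% ± 0.785 (SD, n = 4) in IFC, 41.5% ± 1.30 (SD, n = 5) in SO, 43.2% ± 1.36 (SD, n = 4) in SOA and 39.9% ± 6.48 (SD, n = 3) in IV. It was lower in all 4 IFC samples than in all 4 SOA samples (difference -2.35 points, two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). With at least 20 covered positions per tile, the difference in the share of tiles under 20% methylation, IFC minus SOA, was -0.514 points (exact p = 0.514). In the other 3 comparisons the share did not differ by more than the spread between samples (exact p = 0.437 for IFC vs SO, 0.103 for SO vs SOA and 0.400 for SOA vs IV). These 4 tests and 4 tests of the share above 80%, with exact p from 0.114 to 0.802, were not adjusted for their number.

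**Figure D1:**
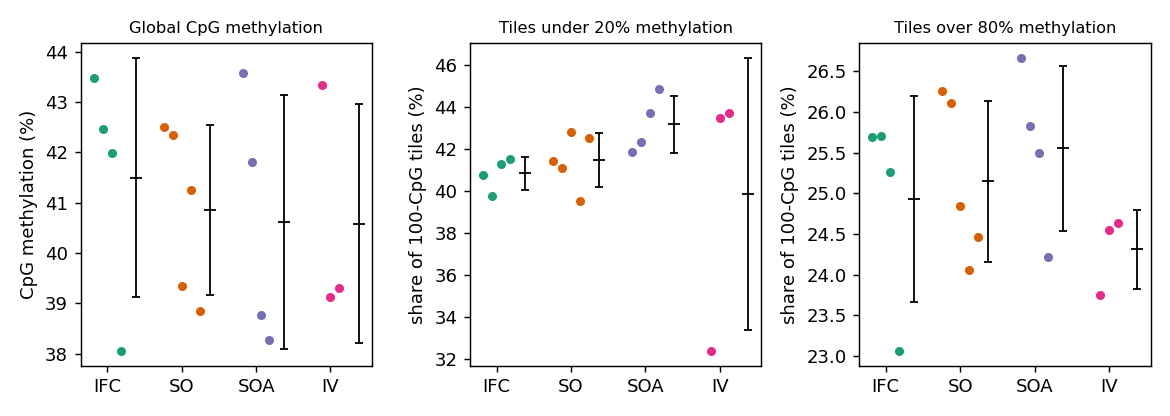
Global CpG methylation in percent (left), and the shares of 100-CpG tiles below 20% methylation (middle) and above 80% methylation (right) in percent, for each sample of the 4 groups. Points are samples, the black bar beside each group is the mean and its whiskers the SD; the vertical axes do not start at 0. IV1 has 32.4% of its tiles below 20% methylation, while the other 15 samples lie between 39.5% and 44.8%.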

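In IV1, 32.4% of the tiles had less than 20% methylation, compared with 43.5% in IV2 and 43.7% in IV3. Over the 81877 tiles whose mean in the other 3 groups was below 20%, methylation was 15.6% in IV1, 8.37% in IV2 and 7.64% in IV3. In the samples of the other groups the same measure, each time over tiles unmethylated outside the sample's own group, ranged from 6.71% in SOA4 to 11.0% in SO4. Tiles methylated above 80% in the other groups were at 88.5% in IV1, 90.9% in IV2 and 91.2% in IV3. No outlier test was made within this group of 3 samples.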

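The excess of methylation in IV1 was examined in unmethylated tiles divided by their width, since a wide tile is poor in CpGs. In the fifth of the tiles with the highest CpG density, with a median width of 5515 bp, IV1 was 5.51 percentage points above the mean of IV2 and IV3. In the fifth with the lowest density, with a median width of 20797.5 bp, it was 8.11 points above. IV2 and IV3 differed from each other by at most 0.932 points in these classes. In CpG-dense regions of the autosomes that are unmethylated in oocytes (n = 1226 regions of at least 50 CpGs with a mean spacing of at most 20 bp), IV1 was only 0.666 points above the mean of IV2 and IV3 (standard error over regions 0.111). In methylated tiles, IV1 minus the mean of IV2 and IV3 lay between -2.77 and -2.43 points.

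**Figure D2:**
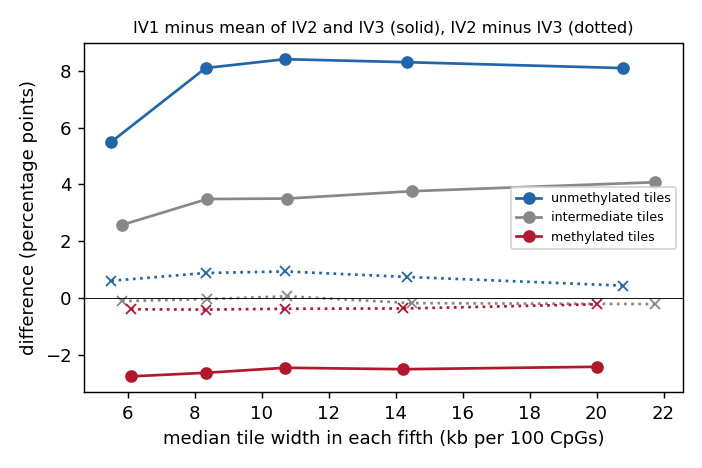
Difference in tile methylation, in percentage points, between IV1 and the mean of IV2 and IV3 (solid lines) and between IV2 and IV3 (dotted lines), against the median width of the tiles in kb in each of 5 classes of CpG density. Unmethylated, intermediate and methylated tiles are defined by the mean of the other 15 samples, with limits of 20% and 80%; the solid line of the unmethylated tiles lies between 5.51 and 8.42 points.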

Browser screenshots for this sample also indicated a marginally higher level of methylation in regions ordinarily unmethylated in oocytes (Fig. 2b). However, we considered this acceptable, particularly given the difficulty in obtaining significant numbers of naturally ovulated oocytes, and including the sample would benefit statistical analysis of the datasets. In addition, there was no evidence that this sample impaired the subsequent identification of group-specific methylation differences (below).

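The number of differentially methylated tiles, SOA vs IV, fell from 12912 to 2485 when IV1 was left out. Without IV2 it was 19921, and without IV3 it was 24216. Without SOA4, the only deep SOA library, it was 4699. The number of tiles with a difference of at least 20 percentage points was less sensitive to IV1: 188 tiles were hypomethylated in SOA without it. These counts come from the likelihood-ratio test of a logistic model with Benjamini-Hochberg adjustment.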

**Fig. 2:**
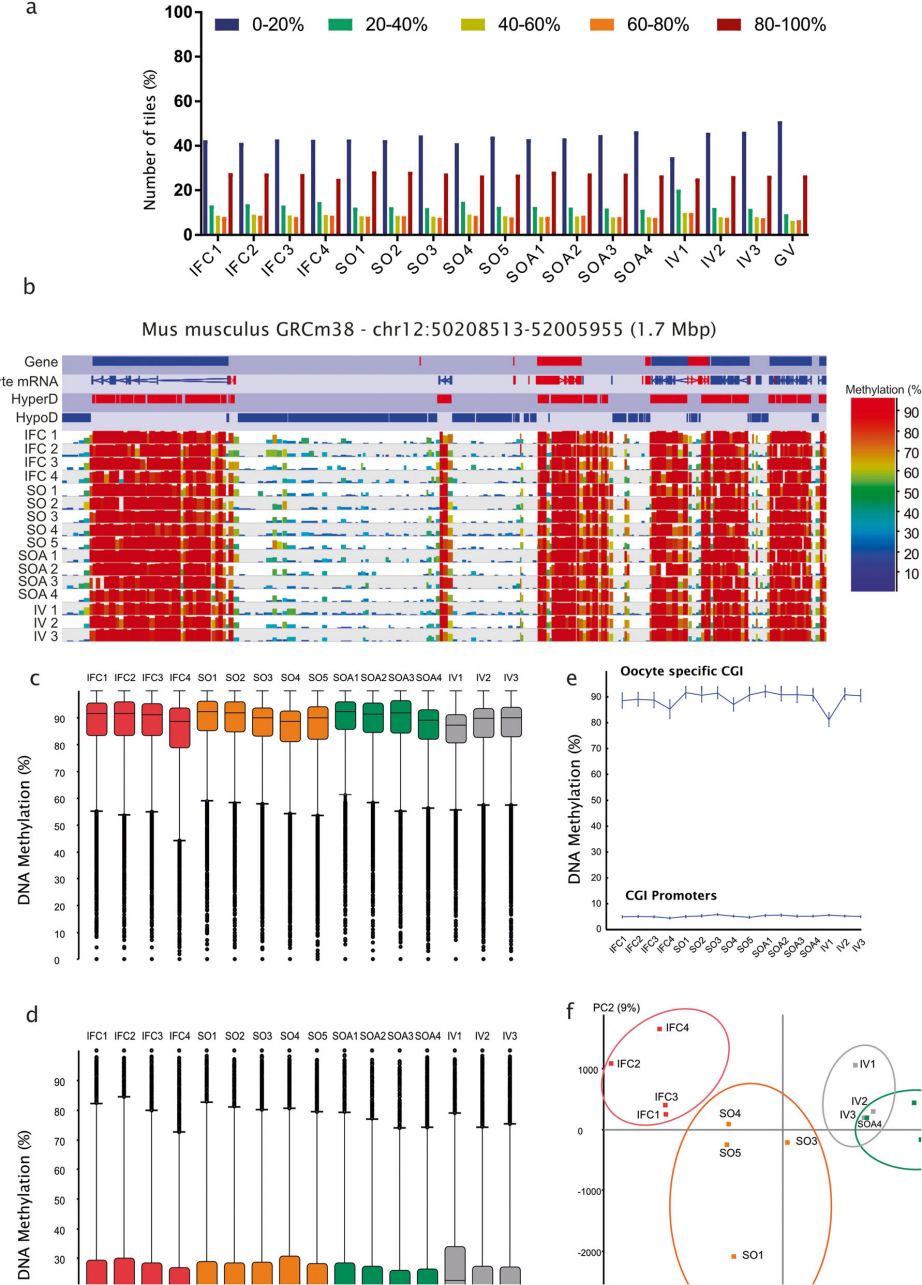
**a** Distribution of DNA methylation across the genome in 100-CpG windows in all samples compared to Germinal Vesicle (GV) oocytes from Shirane et al. [38]. **b** SeqMonk screenshot of a 1.7 Mb region of chromosome 11 depicting the hypermethylated (HyperD) and hypomethylated (HypoD) domains characteristic of the oocyte methylome in each of the 16 individual methylation datasets. Genes and oocyte mRNA are shown in red or blue depending on their direction of transcription (forward and reverse, respectively). Each color-coded vertical bar in the screenshot represents the methylation value of a non-overlapping 100 CpG tile. HypoD, HyperD, and oocyte mRNA annotation tracks are derived from Veselovska et al. [24]. **c** DNA methylation percentages at HyperD in all samples (*n* = 26,570). In the box:whiskers plot, the line across the middle of the box shows the median, the upper and lower extremities of the box show the 25th and 75th percentile of the set of data, and the upper and lower black whiskers show the median plus/minus the interquartile (25–75%) range multiplied by 2. Individual points which fall outside this range are shown as filled circles, and represent single outlier tiles. **d** Box:whisker plot showing the DNA methylation percentages at HypoD (*n* = 38,739). **e** DNA methylation percentages of CpG Islands (CGI) located at promoters (*n* = 11,542) and CGIs highly methylated in oocytes (*n* = 2014). Each point represents the mean value along with error bars indicating the 95% confidence interval for the measure. **f** Principal component analysis (PCA) of informative 100-CpG tiles (value between 0 and 100 in all 16 samples; *n* = 195,170) shows how biological replicates cluster together within each group and differently between conditions

A specific feature of the oocyte methylome is its division into hypermethylated (HyperD) and hypomethylated (HypoD) domains that are respectively correlated with active transcription units, and intergenic or inactive genomic regions [24]. As Fig. 2c shows, we also observed this pattern of methylation in all samples. The mean methylation levels of HyperDs in the informative tiles from all samples ranged from 84.7 to 89.4% (Fig. 2c), while for HypoDs it was 16.1 to 24.3% (Fig. 2d). Methylation of CGIs in oocytes is also of significance: although most are hypomethylated, a defined subset of ~ 2000 CGIs gain high levels of methylation, including the gDMRs of imprinted loci [22, 25]. Among 23,018 CGIs in the mouse genome (Illingworth et al. 2010), promoter-associated CGIs (11542) were similarly hypomethylated in all samples, whilst oocyte-specific methylated CGIs (2014) exhibited high levels of methylation, as expected (Fig. 2e). We also evaluated methylation levels at other genomic features, such as gene bodies, intergenic regions, and promoters, which also revealed highly similar mean methylation levels in all samples (Additional file 2: Figure S2). 

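Over gene bodies with at least 5 covered positions in every sample (18198 of 21938 annotated genes), mean methylation was 49.6% ± 1.68 (SD, n = 4) in IFC, 48.8% ± 1.00 (SD, n = 5) in SO, 49.2% ± 2.07 (SD, n = 4) in SOA and 47.8% ± 1.32 (SD, n = 3) in IV. Intergenic regions were at 29.4% ± 0.966 (SD, n = 4) in IFC, 29.1% ± 0.985 (SD, n = 5) in SO, 28.5% ± 1.21 (SD, n = 4) in SOA and 29.9% ± 3.03 (SD, n = 3) in IV. Promoters, taken here as the 1000 bp upstream of each transcription start in the GENCODE annotation, had 8.50% to 9.76% methylation in single samples, but only 6849 of 93456 could be measured in every sample at this depth. The largest difference between group means was 1.82 points in gene bodies, 1.40 points in intergenic regions and 0.328 points in promoters, against pooled SDs between samples of 1.57, 1.77 and 0.328 points. With each sample left out in turn, these largest differences ranged from 1.40 to 2.61 points in gene bodies, 0.947 to 2.34 in intergenic regions and 0.171 to 0.443 in promoters.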

We also looked at various classes of mouse repetitive elements (LINE, SINE, LTR, and satellite repeats). 

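Repeats were examined here as the soft-masked part of the reference sequence, without a division into LINE, SINE, LTR and satellite elements. Between 16.7% and 19.1% of the covered positions of a library lay in it. Their mean methylation was 44.2% ± 2.00 (SD, n = 4) in IFC, 43.5% ± 1.74 (SD, n = 5) in SO, 42.7% ± 2.30 (SD, n = 4) in SOA and 43.4% ± 2.68 (SD, n = 3) in IV. The largest difference between groups was 1.5 percentage points, below the pooled SD of 2.21 points. With each sample left out in turn it ranged from 0.836 (without SOA3) to 2.46 points (without IFC4).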

The low coverage of these regions by uniquely mapped reads did not allow us to assess methylation in individual samples, but merging the data per group showed that these elements also had similar global methylation between groups (Additional file 2: Figure S2).

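CpG-dense regions were also compared as a whole, since the coordinates of the published island sets were not used here. Of 12771 regions defined by at least 50 CpGs with a mean spacing of at most 20 bp, 1346 had at least 20 covered positions in every sample. Of these, 1243 had a mean below 20% and 16 a mean above 80%. Their mean methylation was 6.62% ± 0.458 (SD, n = 4) in IFC, 7.19% ± 0.417 (SD, n = 5) in SO, 7.25% ± 0.224 (SD, n = 4) in SOA and 6.91% ± 0.284 (SD, n = 3) in IV. IFC was lower than SOA by 0.623 points (difference -0.623, two-sided exact permutation test, p = 0.0286), but without IFC4 the difference was -0.395, and with regions of at least 30 CpGs and a mean spacing of at most 15 bp, the difference for CpG-dense regions, mean methylation, IFC minus SOA, was -0.294 (exact p = 0.229). The other 3 comparisons had exact p between 0.0714 and 0.817.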

The results above revealed that the DNA methylation landscape and methylation over most genome annotations were globally similar in the four experimental groups. However, principal component analysis (PCA) indicated that there was variation between groups that allowed them to be clustered, particularly along PC1 (Fig. 2f); specifically, the IV and SOA groups clustered together, while the SO and IFC samples clustered with their own biological replicates but separately from each other. 

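In a PCA of the tiles with a value in every sample, centred and not scaled, PC1 carried 17.2% of the variance and PC2 9.36%. On PC1, with scores in units of the SD of all samples, IFC was at 1.25 ± 0.248 (SD, n = 4), SO at 0.400 ± 0.249 (SD, n = 5), SOA at -1.18 ± 0.261 (SD, n = 4) and IV at -0.767 ± 0.0837 (SD, n = 3). All 4 IFC samples scored above all 5 SO samples, and all SO samples above all SOA samples (two-sided exact permutation test, p = 0.00794 for each, the smallest p that 5 against 4 allow). IFC and SOA were also separated (exact p = 0.0286), whereas SOA and IV were not (difference -0.408, exact p = 0.0857). PC1 kept these directions when each sample was left out in turn. In the plane of both components, the nearest neighbour of a sample was in its own group for 4 of 4 IFC, 5 of 5 SO, 3 of 4 SOA and 1 of 3 IV samples. With tiles scaled to unit variance, the component that matched PC1 (r = 0.991) was the second, with 11.5% of the variance. From this arrangement the paper proposes that the experimental groups differ in methylation at specific places.

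**Figure D3:**
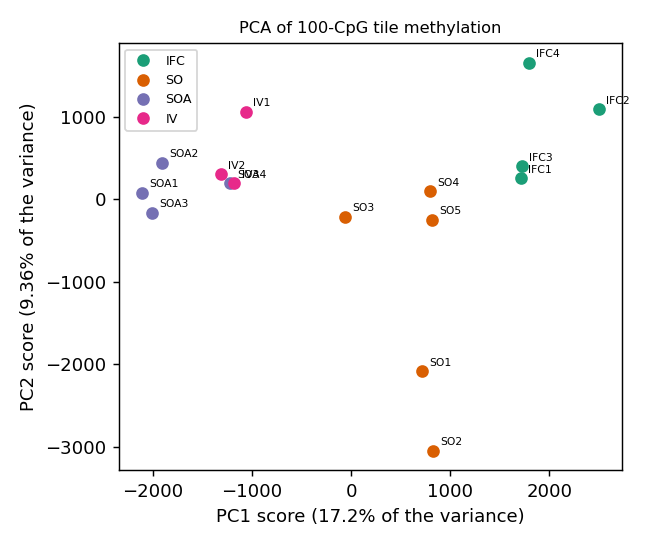
Scores of the 16 samples on PC1 (horizontal) and PC2 (vertical), with the percentage of variance of each; colours mark the groups. IFC samples lie at the right, SO samples near the middle, and SOA and IV samples at the left, while SO1 and SO2 lie apart from the other samples on PC2.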

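IV1 scored -1059.23 on PC1, close to IV2 (-1317.53) and IV3 (-1178.04), with raw scores in percentage points summed over tiles. On PC2 it scored 1056.31, while IV2 was at 304.179 and IV3 at 192.422. After scaling of the tiles to unit variance, IV1 was the sample farthest from the others on the first component, 3.24 SD from the mean of all samples.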

Note that sample IV1 clustered with the other two naturally ovulated samples (IV2, IV3), validating our decision to retain this sample in our analysis. The results of the PCA suggest that there are specific and consistent methylation differences between experimental groups.

### In vitro growth from the preantral stage results in hypomethylation of a discrete set of loci in MII oocytes

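For each comparison, a tile was informative if all samples of both groups had a value. Methylated and unmethylated calls of the tile were fitted by a logistic model with group as the only term, and a likelihood-ratio test (two-sided) was adjusted by the Benjamini-Hochberg procedure over the informative tiles. This test treats every call as independent. The calls varied more between samples of a group than such counting allows, with a median dispersion of 1.38 in the comparison of IFC with SO, where 1 would be counting error alone. Data were simulated with 200 tiles changed by 30 points and with a spread between samples set in all tiles from the median dispersion. The test recovered 94% of the changed tiles for IFC vs SO and also called 365 of the unchanged tiles. It called 1914 unchanged tiles for SO vs SOA, 3064 for SOA vs IV and 376 for IFC vs SOA in the same simulation. The mean dispersion was above the median (1.65 for IFC vs SO), so real data may give more false calls than these. A quasi-binomial F test, which takes the spread from the samples of each tile, recovered 1% for IFC vs SO, and limma on the sample percentages recovered 19.5%.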

We sought first to identify differential methylated regions (DMRs) between in vitro and correspondingly aged in vivo developed and superovulated oocytes (IFC vs. SO). 

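The likelihood-ratio test with Benjamini-Hochberg adjustment called 8879 of the 199138 informative tiles (4.46%) in IFC vs SO. Of these, 4722 were lower and 4157 were higher in IFC. The alternative that changed this count most was the quasi-binomial F test, which called 1 tile after adjustment. Before adjustment that test gave p below 0.05 in 15207 tiles, or 7.64% of the informative tiles. Limma on the sample percentages called 144 tiles.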

Using logistic regression analysis, we identified 6362 significantly different 100-CpG tiles from 199,138 informative tiles (Table 1, 3.2% of the total; *p* < 0.05 after Benjamini-Hochberg correction for multiple testing). Of these significant tiles, 1531 (24.1%) had greater than 20% methylation difference: 829 hypomethylated and 702 hypermethylated in IFC (Fig. 3, Additional file 10: Table S3). 

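A difference of at least 20 percentage points between group means was present in 2224 of the called tiles (25.0%), with 1429 tiles hypomethylated and 795 hypermethylated in IFC. When the hypomethylated tiles were instead counted by the difference used in the hypomethylated sheet of Table S3, which sets the IFC mean against the mean of the 16 samples together with the SO mean, there were 847. Of the 702 tiles that the paper's table lists as hypermethylated in IFC, all had a difference of at least 20 points here and 665 were called. Without IFC4, 1319 tiles were called hypermethylated in IFC. In the libraries below 12 M reads, with 4 IFC and 2 SO samples, 2185 tiles were hypomethylated.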

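The tiles called between IFC and SO were also measured in SOA and IV, which played no part in choosing them. The 1390 tiles hypomethylated in IFC by at least 20 points and measured in every sample had a mean methylation of 36.1% ± 2.60 (SD, n = 4) in IFC and 62.0% ± 4.39 (SD, n = 5) in SO. They were at 64.5% ± 2.15 (SD, n = 4) in SOA and 63.4% ± 0.949 (SD, n = 3) in IV. The 763 hypermethylated tiles were at 60.3% ± 3.79 (SD, n = 4) in IFC, 35.0% ± 0.946 (SD, n = 5) in SO, 40.6% ± 2.68 (SD, n = 4) in SOA and 38.1% ± 2.82 (SD, n = 3) in IV. Average-linkage clustering of the samples over the 8716 called tiles with a value in every sample parted the 4 IFC samples from the other 12 at the first division.

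**Figure D4:**
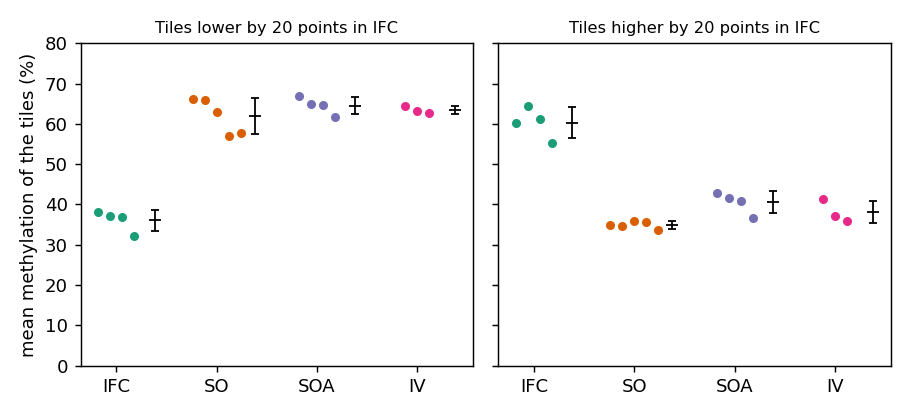
Mean methylation in percent, for each sample, over the tiles that were lower (left) or higher (right) by at least 20 percentage points in IFC than in SO. Points are samples and black bars the mean and SD of a group. The IFC and SO values are those on which the tiles were chosen, and SOA and IV were not used for the choice.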

Hierarchical cluster analysis of the samples based on this set of DMRs separated the IFC samples from the SO, SOA, and IV samples (Fig. 3b), suggesting an effect specifically of the follicle culture system. 

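Of the 1429 tiles hypomethylated in IFC, 272 (19.0%) overlapped a promoter, against 21.8% of the informative tiles (odds ratio 0.845, Fisher's exact test, p = 0.0121), and 57.2% overlapped a gene body, against 55.8% of the informative tiles (odds ratio 1.06, p = 0.297). Of the 795 hypermethylated tiles, 265 (33.3%) overlapped a promoter (odds ratio 1.80, Fisher's exact test, p = 5.86e-14) and 532 (66.9%) a gene body (odds ratio 1.61, p = 1.63e-10). Neighbouring tiles are not independent, so these p-values from Fisher's exact test over tiles are too small by an unknown amount.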

Of the tiles hypomethylated by at least 20%, there was a deficiency of tiles overlapping promoters, while hypermethylated tiles were enriched in gene bodies and promoters (Additional file 3: Figure S3).

**Table 1:** Differentially methylated tiles found in all pair-wise comparisons

Comparison	Informative tiles	Differentially methylated tiles	20% difference hypomet	20% difference hypermeth
IFC vs. *SO*	199,138	6362 (3.2%)	829	702
SO vs. *SOA*	197,317	14,795 (7.5%)	48	2031
SOA vs. *IV*	199,821	1248 (0.6%)	455	110
IFC vs. *SOA*	197,565	17,982 (9.1%)	4158	3477

The experimental group in italic is considered the control in the comparison, while the other groups is hyper or hypomethylated

**Fig. 3:**
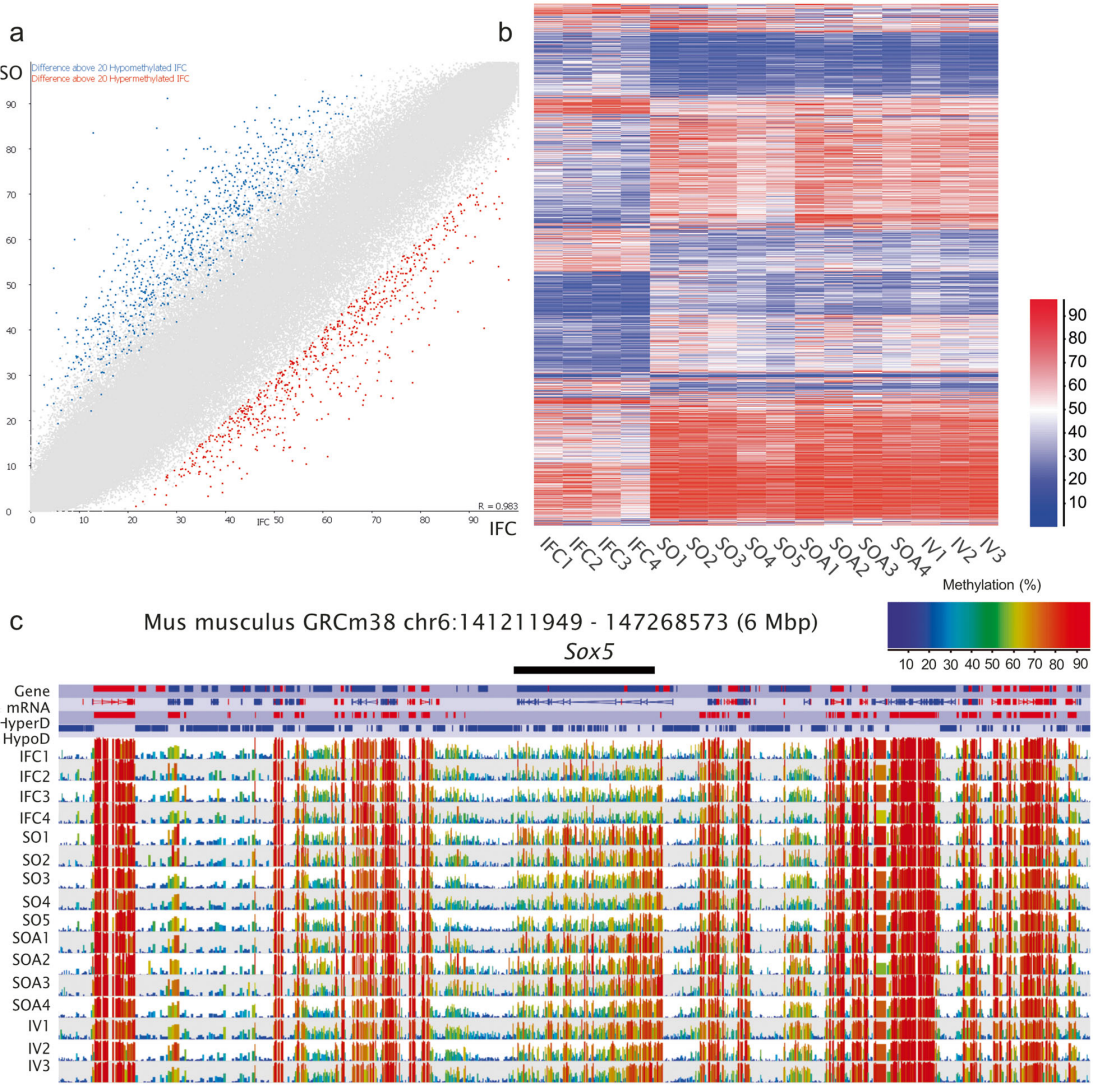
**a** Scatterplot for informative tiles (100 CpG window size, *n* = 195,170) in both IFC and SO. Data from replicates are pooled. Differentially methylated tiles (*p* < 0.05) identified by logistic regression and with a methylation difference of ≥ 20% are highlighted in blue or red (hypomethylated in IFC and hypermethylated in IFC, respectively). **b** Heat map after unsupervised hierarchical clustering of all differentially methylated tiles (*p* < 0.05, 100-CpG window size, *n* = 6362) between IFC and SO. The heatmap shows how biological replicates were consistent within groups and IFC differed in a similar way from SO, SOA, and IV for these differentially methylated sites. **c** SeqMonk screenshot of a 6 Mbp region of chromosome 6 showing methylation at the *Sox5* locus, with 18 hypomethylated tiles in IFC. Each color-coded vertical bar in the screenshot represents the methylation value of a non-overlapping 100-CpG tile. Genes and oocyte mRNA are shown in red or blue depending on their direction of transcription (forward or reverse, respectively)

Although most DMRs were dispersed across the genome (73.1%), some specific loci contained multiple differential methylated tiles (Additional file 11: Table S4). 

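In IFC vs SO, 503 genes held at least 1 tile hypomethylated by 20 points and 116 held at least 2, while 66.1% of the hypomethylated tiles lay outside genes with at least 2. For the hypermethylated tiles, the figures were 500 genes, 56 genes and 80.6% of the tiles.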

There were 17 genes with at least 5 hypomethylated tiles in IFC, those with the greatest number of hypomethylated tiles included the SRY-box containing gene 5 (*Sox5*, 18 tiles, Fig. 3c), Enhancer trap locus 4 (*Etl4*, 14 tiles, Additional file 4: Figure S4A), and myosin XVI (*Myo16*, 13 tiles, Additional file 4: Figure S4B). 

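At least 5 hypomethylated tiles were found in 34 genes, which together held 292 tiles, or 20.4% of the hypomethylated tiles. With the difference of Table S3 there were 26 such genes. Sox5, on chromosome 6 from 143828425 to 144781977 (GRCm38, reverse strand), contained 23 hypomethylated tiles among the 103 tiles with values in every sample. Its mean tile methylation was 33.8% ± 4.27 (SD, n = 4) in IFC and 45.9% ± 4.91 (SD, n = 5) in SO, a difference of -12.2 points (two-sided exact permutation test, p = 0.00794). IFC4 had the lowest value in this gene, 27.4%, and without IFC4 the difference was -10.1 points. Etl4, on chromosome 2 from 19909780 to 20810713, contained 17 such tiles and had 31.3% ± 1.11 (SD, n = 4) in IFC and 42.0% ± 1.82 (SD, n = 5) in SO. Myo16, on chromosome 8 from 10153911 to 10634742, contained 23 and had 51.6% ± 4.29 (SD, n = 4) in IFC and 67.8% ± 1.27 (SD, n = 5) in SO. For both genes all IFC samples were below all SO samples (exact p = 0.00794). The 29 tests of gene bodies in all comparisons were adjusted together by the Benjamini-Hochberg procedure, giving 0.0164 for each of these 3 genes. Each value rests on at least 1357 calls per sample. The genes were chosen because their tiles differed between the same samples, so these p-values do not give independent evidence.

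**Figure D5:**
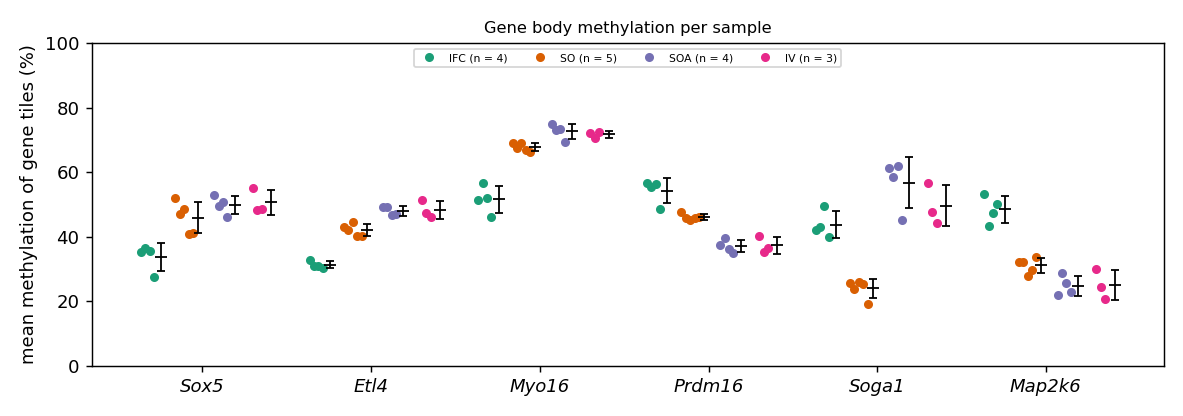
Mean methylation, in percent, of the 100-CpG tiles that overlap 6 genes, for each sample. Points are samples in the order of their replicate numbers, coloured by group, and the black bars beside them give the mean and SD of the group. IFC is below SO in Sox5, Etl4 and Myo16 and above SO in Prdm16, Soga1 and Map2k6.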

The SOX protein family represents important developmental regulators; in particular, transcription factor SOX5 regulates the activity of *Sox9* and *Sox10* during development of chondrocytes, oligodendrocytes, and neurons, among other cell types [44]. *Etl4* is expressed in the notochord of early embryos and in multiple epithelia during later development [45]. Finally, myosins are a family of ATP-dependent motor proteins responsible for actin-based motility. Some myosins are proposed to have nuclear functions, including chromatin remodeling, RNA transport, facilitation of long-range chromosome movement, and RNA polymerase-mediated transcription [46]. *Myo16* expression may regulate the cell cycle, and increased *Myo16* expression is necessary for resumption of S-phase progression [46]. These concerted, gene-specific effects we observe could be consistent with methylation changes downstream of transcriptional differences between the IFC and the other oocyte groups. 

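Over these 3 genes the SOA and IV samples, which were not used to find the tiles, had values on the side of SO. Sox5 was at 49.9% ± 2.82 (SD, n = 4) in SOA and 50.6% ± 3.78 (SD, n = 3) in IV, Etl4 at 48.1% ± 1.47 (SD, n = 4) and 48.3% ± 2.70 (SD, n = 3), and Myo16 at 72.7% ± 2.34 (SD, n = 4) and 71.7% ± 1.09 (SD, n = 3). From the concentration of tiles in single genes, the paper proposes that the changes may follow transcriptional differences between IFC and the other groups. No expression was measured in these libraries.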

Gene ontology (GO) enrichment analysis of these 17 hypomethylated genes revealed that the most altered biological processes were nervous system development and neuron differentiation (Table 2).

**Table 2:** Enriched biological processes of hypomethylated genes in IFC compared to SO (> 20% methylation difference, *n* = 17)

#term ID	Term description	Observed gene count	False discovery rate
GO:0007399	Nervous system development	8	0.0256
GO:0030182	Neuron differentiation	6	0.0256
GO:0032501	Multicellular organismal process	12	0.0256
GO:0048666	Neuron development	5	0.0256
GO:0048699	Generation of neurons	7	0.0256
GO:0048731	System development	11	0.0256
GO:0007417	Central nervous system development	5	0.0272
GO:0021953	Central nervous system neuron differentiation	3	0.0272
GO:0021955	Central nervous system neuron axonogenesis	2	0.0272
GO:0048169	Regulation of long-term neuronal synaptic plasticity	2	0.0272
GO:0050850	Positive regulation of calcium-mediated signaling	2	0.0312
GO:0060291	Long-term synaptic potentiation	2	0.0355
GO:0023052	Signaling	9	0.0414
GO:0000902	Cell morphogenesis	4	0.0496
GO:0007154	Cell communication	9	0.0496
GO:0031646	Positive regulation of neurological system process	2	0.0496
GO:0048709	Oligodendrocyte differentiation	2	0.0496

In comparison, there were only four loci with multiple hypermethylated tiles in IFC. These included *Prdm16* (PR domain containing 16, Additional file 5: Figure S5A) with eight differentially methylated tiles and *Soga 1* (suppressor of glucose autophagy associated, Additional file 5: Figure S5B), and *Map2k6* (mitogen-activated protein kinase kinase 6) both with 6 differently methylated tiles (Additional file 11: Table S4). 

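There were 7 genes with at least 5 tiles hypermethylated in IFC, and these held 44 tiles, or 5.53% of the hypermethylated tiles.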

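Prdm16, on chromosome 4 from 154316125 to 154636873 (GRCm38, reverse strand), contained 8 hypermethylated tiles and had a mean tile methylation of 54.2% ± 3.86 (SD, n = 4) in IFC and 46.1% ± 0.930 (SD, n = 5) in SO. IFC4 lay apart from the other IFC samples, at 48.5%, and without it the difference was 10.0 points instead of 8.14. Soga1, on chromosome 2 from 157015799 to 157079254, contained 6 and had 43.7% ± 4.18 (SD, n = 4) and 24.0% ± 2.87 (SD, n = 5). Map2k6, on chromosome 11 from 110399122 to 110525522, contained 8 and had 48.5% ± 4.15 (SD, n = 4) and 31.1% ± 2.40 (SD, n = 5). In each of the 3 genes every IFC sample was above every SO sample (two-sided exact permutation test, p = 0.00794). These genes too were chosen on the same samples, so this p is not independent evidence. SOA and IV were further from IFC than SO in Prdm16, at 37.1% ± 1.92 (SD, n = 4) and 37.3% ± 2.64 (SD, n = 3), but in Soga1 they were above IFC, at 56.8% ± 7.81 (SD, n = 4) and 49.6% ± 6.38 (SD, n = 3).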

PRDM16 is a transcription factor that can interact with many different proteins and is critical for the modulation of multiple signaling pathways, including transforming growth factor beta (TGFβ) and bone morphogenic protein (BMP) [47]. It was revealed to be inappropriately expressed in (1;3)(p36;q21)-positive leukemia cells and, apart from its role in cell proliferation, it can also drive certain tissue-specific differentiation in brown adipose tissue (BAT) [47–49].

To interrogate CGIs specifically, we designed tiles around CGIs and increased the threshold for minimum observations to 20. 

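Coordinates of the islands were read from Table S3, where 24 of the 85 islands could be read. Of these, 20 had at least 20 covered positions in every IFC and SO sample. The likelihood-ratio test of a logistic model, with Benjamini-Hochberg adjustment over these islands alone, called 19, of which 15 were lower and 4 higher in IFC. Because the list was chosen on the same samples, this count is not independent evidence. With at least 5 positions, 23 of the 24 islands were called.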

Results showed that there were 85 CGIs with significantly different levels of methylation between IFC and SO (*p* < 0.05, Additional file 10: Table S3). From those CGIs, 15 were hypomethylated CGI with a difference ≥ 20% (Table 3): ten were overlapping promoter regions, five were inside gene bodies, and one was intergenic. 

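Of the 19 islands, 5 differed by at least 20 points. The island at Kctd8, on chromosome 5 from 69340212 to 69341852, had 11.9% ± 7.29 methylation (SD, n = 4) in IFC and 45.3% ± 16.4 (SD, n = 5) in SO, from 27 to 175 calls per sample (two-sided exact permutation test, p = 0.0159). The island at Fzd5, on chromosome 1 from 64734765 to 64738388, had 8.57% ± 5.91 (SD, n = 4) and 30.4% ± 11.2 (SD, n = 5), again with exact p = 0.0159. Repin1, on chromosome 6 from 48596395 to 48597892, had 28.2% ± 4.17 (SD, n = 4) and 50.2% ± 9.41 (SD, n = 5), with exact p = 0.00794. For the island at Phf19, with 61.8% ± 22.8 (SD, n = 4) and 88.2% ± 11.6 (SD, n = 5), the difference was within the spread between samples (exact p = 0.0556). The lowest adjusted p of the likelihood-ratio test with Benjamini-Hochberg adjustment (1.04e-25) was in an island on chromosome 6 for which the table gives no gene, with 68.2% ± 11.1 (SD, n = 4) and 97.5% ± 2.22 (SD, n = 5). It lies in Tet3.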

Interestingly, 11 of those CGIs were not detected previously with the 100 CpG window unbiased analysis (Table 3). GO enrichment analysis found that the 15 genes associated with these CGIs are involved in KEGG Pathways in cancer (mmu05200).

**Table 3:** Differentially methylated CGI tiles found in all pair-wise comparisons

Comparison	Total CGI tiles (*p* value < 0.05)	Genes associated with Hypomethylated CGI (≥ 20% methylation difference)	Genes associated with Hypermethylated CGI (≥ 20% methylation difference)
IFC vs. **SO**	85	*Fzd5*, *Phf19*, *Kctd8*, *Repin1*, *Iqsec1*, *Foxp1*, *Fgfr1*, *Cnot7,* *Gm20388*, *Col13a1*, *Jmjd1c*, *Foxred2*, *Ccnd3*, *Kcnn2*, *Csf2ra*	*Qtrt1*, *Fam100b*, *Pick1*
SO vs. **SOA**	107	*Slc12a5, Kctd8, Fbxl3*	*Casz1*, *Ncor1*, *Tmem121*, *Ryr2*, *Sfrp5*
SOA vs. **IV**	60	–	*Nkpd1*, *Bcan*, *Krt7*, *Ncor1*, *Golim4*, *Manf*

The experimental group in bold is considered the control in the comparison, while the other group is hyper or hypomethylated. The underlined gene names are those previously identified by the 100 CpG window unbiased analysis

### Minimal effect of hormonal stimulation on DNA methylation in oocytes from adult females

Using similar approaches, we compared the age-matched SOA and IV groups and found 1248 significantly different tiles (*p* < 0.05) from 199,821 informative tiles (Table 1, 0.6%). 

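In SOA vs IV, the likelihood-ratio test called 12912 of 199821 informative tiles (6.46%), with 10289 lower and 2623 higher in SOA. This comparison had the largest spread between samples, with a median dispersion of 1.64. On simulated data with the spread of all tiles set from this median, the likelihood-ratio test called 3064 unchanged tiles. The quasi-binomial F test called 7 tiles after Benjamini-Hochberg adjustment and had an unadjusted p below 0.05 in 11954 tiles (5.98%). Limma on the sample percentages called 0 tiles, with an unadjusted p below 0.05 in 10083 tiles (5.05%). Thinning of all libraries to the same number of calls left 1230 tiles with the likelihood-ratio test.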

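With a difference of at least 20 percentage points, 277 tiles were hypomethylated and 423 were hypermethylated in SOA. Table S5 and the text of the paper give 110 hypomethylated and 455 hypermethylated tiles, while Table 1 gives these numbers in the reverse order. All tiles of Table S5 had a difference of that size here, of which 94 and 281 were called. Without IV3, 694 tiles were hypomethylated in SOA, without IV2 665 and without SOA1 430, and without SOA4 1066 tiles were hypermethylated.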

After filtering for significant tiles with ≥ 20% difference, there were only 110 hypomethylated and 455 hypermethylated tiles in SOA (Additional file 12: Table S5). 

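Of the 423 tiles hypermethylated in SOA, 244 (57.7%) overlapped a promoter, against 21.5% of the informative tiles (odds ratio 4.99, Fisher's exact test over tiles, p = 1.55e-58), and 81.8% overlapped a gene body (odds ratio 3.60, p = 6.05e-30). The 277 hypomethylated tiles overlapped a promoter in 23.5% of cases (odds ratio 1.12, Fisher's exact test, p = 0.422) and a gene body in 44.8%, against 55.5% of the informative tiles (odds ratio 0.648, p = 3.44e-04). These p-values are too small by an unknown amount, since neighbouring tiles are not independent. As many hypermethylated tiles were called in 10 of 35 divisions of these samples, the real one included, so the set may reflect the spread between samples.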

Particularly for tiles hypermethylated in SOA, there was a strong enrichment in promoters compared with the genome average (*n* = 256, Additional file 3: Figure S3). GO functional annotation analysis revealed that the genes associated with those promoters were enriched in nitrogen compound metabolic processes and DNA repair (Additional file 13: Table S6). 

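In SOA vs IV, 2 genes held more than 1 hypomethylated tile and 8 held more than 1 hypermethylated tile, and no gene held 5. Of the hypomethylated and hypermethylated tiles, 98.2% and 96.2% lay outside these genes. Sdk1 had 2 hypomethylated tiles and Adgrl2, the current name of Lphn2, had 2 hypermethylated tiles, as had Tcf4, while Cdh13 had 1. Over the whole gene, the differences between SOA and IV were 0.645 points in Sdk1 (two-sided exact permutation test, p = 0.400), 2.84 in Adgrl2 (exact p = 0.286), 0.824 in Cdh13 (exact p = 0.83) and 8.19 in Tcf4 (exact p = 0.0857). In Tcf4 every SOA sample (48.5% to 60.1%) was above every IV sample (40.9% to 47.5%). The sign for gene body methylation of named genes, Cdh13, SOA minus IV, changed when SOA1, IV2 or IV3 was left out, with -0.246, -0.0667 and -0.359 points. Pde4d, with 3 hypomethylated tiles, and Gm20388, a model of 680 measured tiles with 4 hypermethylated tiles, had the most tiles and differed by 1.65 points (exact p = 0.429) and 0.623 points (exact p = 0.571). Without SOA1 the differences were 0.199 in Sdk1, 1.80 in Adgrl2, 0.305 in Pde4d and 0.123 in Gm20388.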

Contrary to what we observed above, the SOA vs. IV differentially methylated tiles were dispersed throughout the genome and the only genes with more than a single differently methylated tile were sidekick homolog 1 (*Sdk1*, 2 hypomethylated tiles), latrophilin 2 (*Lphn2*, 2 hypermethylated tiles), cadherin 13 (*Cdh13*, 2 hypermethylated tiles), and transcription factor 4 (*Tcf4*, 2 hypermethylated tiles) suggesting very few regions of concerted methylation difference associated with superovulation of adult females (Additional file 13: Table S6). We could regard this comparatively low number of mainly dispersed differential methylated tiles as representing false discovery, which could give us an empirical background false discovery rate that increases confidence in the DMRs identified in the other comparisons. 

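The 7 SOA and IV samples can be divided into groups of 4 and 3 in 35 ways. In 15 of these 35, the real one included, the likelihood-ratio test with Benjamini-Hochberg adjustment called at least as many tiles as between SOA and IV, with a median of 10929 over the other divisions and at most 32280. For comparison, of 100 divisions of the IFC and SO samples, 2 called at least as many tiles as the real one, and the median of the others was 3697 tiles.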

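Of the 60 islands listed in Table S5, 53 had at least 20 covered positions in every SOA and IV sample. The likelihood-ratio test, with Benjamini-Hochberg adjustment over these islands alone, called 39, with 14 lower and 25 higher in SOA. Without IV1, 30 were called. A difference of at least 20 points was found in 6, all of them hypermethylated in SOA. They were at Golim4, with 67.2% ± 14.7 (SD, n = 4) in SOA and 31.0% ± 9.50 (SD, n = 3) in IV, at Ncor1, with 83.2% ± 8.76 (SD, n = 4) and 58.1% ± 12.1 (SD, n = 3), and at Bcan, Manf, Krt7 and Nkpd1. Every SOA sample was above every IV sample in Golim4 and Ncor1 (two-sided exact permutation test, p = 0.0286, the smallest p for 4 against 3). In the other 4 islands exact p was from 0.0857 to 0.114. Because the list was chosen on the same samples, neither the count of 39 nor these p-values are independent evidence. When the difference was taken between pooled calls, 2 islands reached 20 points, and without IV3 there were 13.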

With the CGI-specific analysis, we identified 60 differentially methylated CGIs (Additional file 12: Table S5), but only six were hypermethylated with a ≥ 20% difference (Table 3). 

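The island in Nkpd1 spans 19522719 to 19524781 on chromosome 7 (GRCm38). It had 63.0% ± 23.5 methylation (SD, n = 4) in SOA and 30.3% ± 3.12 (SD, n = 3) in IV, from 28 to 241 calls per sample (adjusted p = 2.77e-06 from the likelihood-ratio test with Benjamini-Hochberg adjustment, two-sided exact permutation test over samples p = 0.0857).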

An intragenic CGI in the gene NTPase KAP family P-loop domain containing 1 (*Nkpd1*) was the only differentially methylated CGI not overlapping a promoter.

### Consistent DNA methylation differences in prepubertal oocytes

The developmental potential of oocytes from prepubertal animals is inferior to that of oocytes from adult animals [50]. For that reason, we compared the methylome of prepubertal and adult oocytes obtained after hormonal stimulation (SO, SOA). Both groups were superovulated using the same treatment (eCG followed by hCG). In this comparison, we detected 14,795 differential methylated tiles from 197,317 informative tiles (Table 1, 7.5%; *p* < 0.05), which was the highest of any of our comparisons. Of these, there was a strong bias toward hypermethylation, with 2031 hypermethylated by ≥ 20% in SO, and only 48 hypomethylated by ≥ 20% (Fig. 4a, Additional file 14: Table S7). 

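In SO vs SOA, the likelihood-ratio test with Benjamini-Hochberg adjustment called 17752 of 197315 informative tiles (9.00%), the most among the comparisons IFC vs SO, SOA vs IV and SO vs SOA. IFC vs SOA gave more. The quasi-binomial F test called 37 tiles and had an unadjusted p below 0.05 in 21046 (10.7%), and limma on the sample percentages called 658. Without SOA4, the only deep SOA library, 10066 tiles were called.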

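Of the called tiles, 6504 were lower and 11248 higher in SO. A difference of at least 20 points was found in 2056 tiles hypermethylated and 1643 tiles hypomethylated in SO. When hypomethylated tiles were counted by the difference given in the hypomethylated sheet of Table S7, which sets the SO mean against the mean of the 16 samples together with the SOA mean, there were 48. The sheet also lists 48 tiles, and all of those were called here by the difference of group means. The hypermethylated sheet takes the difference between the SO and SOA means. Under limma, 383 tiles were hypermethylated and 219 hypomethylated by at least 20 points, and without SOA4 2538 were hypomethylated.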

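The tiles called between SO and SOA were measured in IFC and IV, which were not used to choose them. The 2034 tiles hypermethylated in SO by at least 20 points and measured in every sample had 57.0% ± 3.95 methylation (SD, n = 5) in SO, 30.7% ± 0.925 (SD, n = 4) in SOA, 54.7% ± 2.74 (SD, n = 4) in IFC and 35.4% ± 2.89 (SD, n = 3) in IV. The 1618 tiles hypomethylated in SO had 38.9% ± 4.19 (SD, n = 5) in SO, 65.4% ± 4.73 (SD, n = 4) in SOA, 38.3% ± 2.00 (SD, n = 4) in IFC and 58.3% ± 2.48 (SD, n = 3) in IV. In 84.9% of the hypermethylated and 78.6% of the hypomethylated tiles IV was nearer to SOA than to SO, while IFC was nearer to SOA in 13.4% and 13.2%. Average-linkage clustering over the 17624 called tiles with a value in every sample parted the 9 IFC and SO samples from the 7 SOA and IV samples at the first division. The SO oocytes of this grouping were not cultured, and the IV oocytes came from females without injected hormones.

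**Figure D6:**
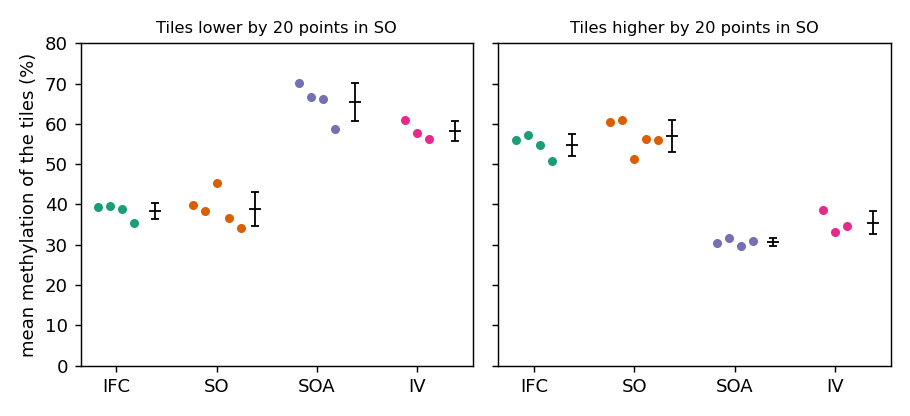
Mean methylation in percent, for each sample, over the tiles that were lower (left) or higher (right) by at least 20 percentage points in SO than in SOA. Points are samples and black bars the mean and SD of a group. IFC and IV were not used to choose the tiles; IFC samples lie beside the SO samples and IV samples beside the SOA samples.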

Hierarchical cluster analysis of these differences showed that the IFC group followed the same trend as SO, while the IV group was similar to SOA (Fig. 4b), suggesting a consistent effect of sexual maturity or age on DNA methylation. The proportion of hypermethylated tiles overlapping gene bodies was higher than expected (*p* < 0.05; Additional file 3: Figure S3).

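Gene bodies were overlapped by 1343 (65.3%) of the 2056 tiles hypermethylated in SO, against 55.7% of the informative tiles (odds ratio 1.5, Fisher's exact test over tiles, p = 6.29e-19). Among the 1643 hypomethylated tiles, 55.2% overlapped a gene body (odds ratio 0.979, Fisher's exact test, p = 0.672). Promoters were overlapped by 19.1% of the hypermethylated tiles (odds ratio 0.858, Fisher's exact test, p = 0.00642). Since neighbouring tiles are not independent, these p-values are too small by an unknown amount.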

**Fig. 4:**
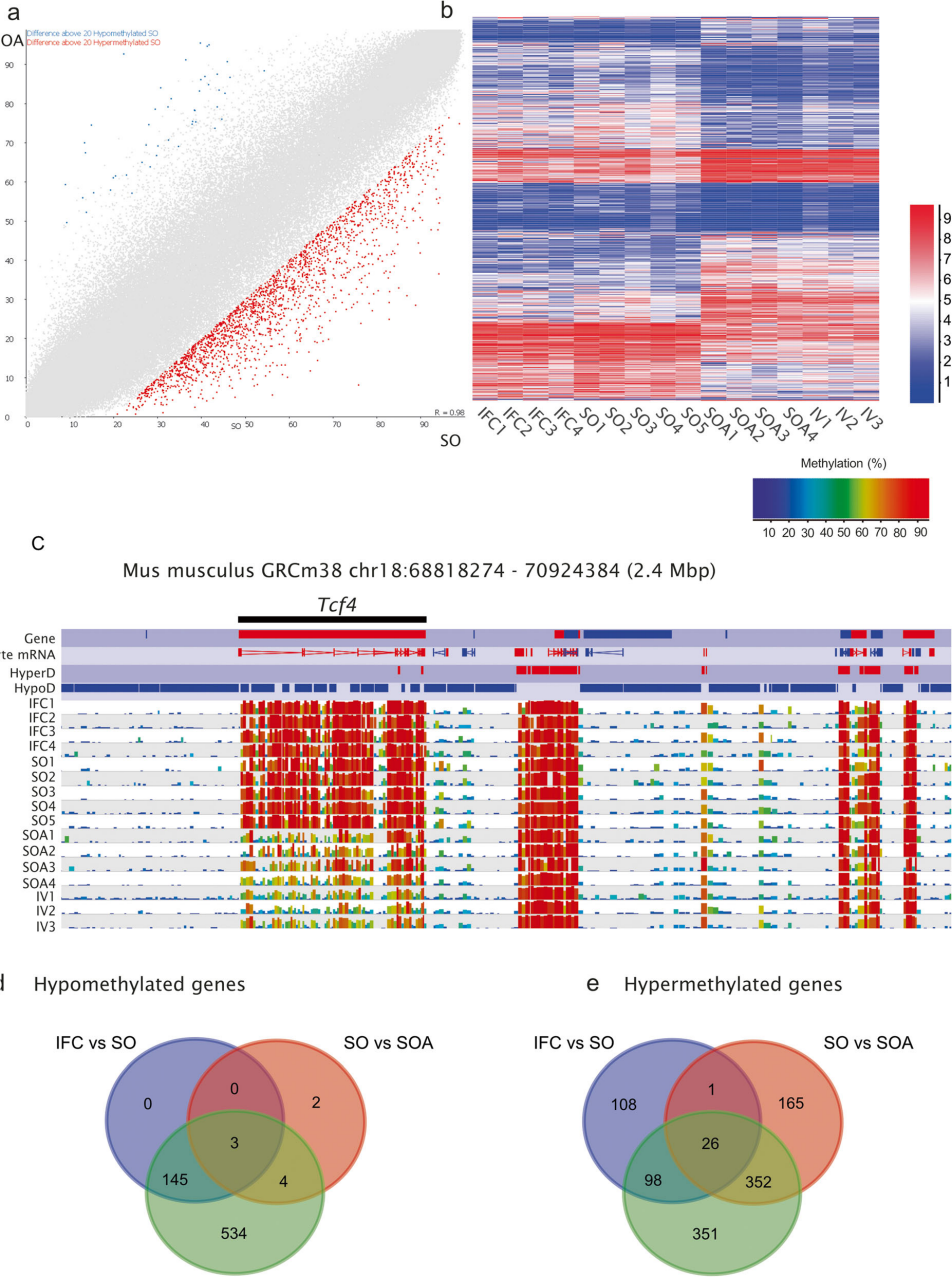
**a** Scatterplot for common informative tiles (100 CpG window size, *n* = 195,170 between SO and SOA. Data from replicates are pooled. Differentially methylated tiles (*p* < 0.05) identified by logistic regression and with a methylation difference of ≥ 20% are highlighted in blue or red (hypomethylated in IFC and hypermethylated in IFC, respectively). **b** Heat map after unsupervised hierarchical clustering of all differentially methylated tiles (*p* < 0.05, 100 CpG window size, *n* = 14,795 between SO and SOA. The heatmap shows that the IFC group followed the same trend as SO, while the IV group was similar to SOA for these differentially methylated sites. **c** SeqMonk screenshot showing the methylation levels at Tcf4 locus (with 28 hypermethylated tiles). Each color-coded vertical bar represents the methylation value of a non-overlapping 100-CpG tile. Genes and oocyte mRNA are shown in red or blue depending on their direction of transcription (forward or reverse, respectively). **d**, **e** Venn diagrams showing the common hypomethylated and hypermethylated genes that were affected in IFC vs. SO, SO vs. SOA, and IFC vs. SOA

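Soga1 had 10 of its 12 measured tiles hypomethylated in SO relative to SOA by the difference of group means, and 7 by the difference of Table S7, which is 14.6% of the 48 tiles. Its mean tile methylation differed by -32.8 points between SO and SOA (two-sided exact permutation test, p = 0.00794), and between -36.7 and -31.1 with each sample left out. By the difference of group means, 28 genes held at least 5 hypomethylated tiles. Msi2 had the most, with 31, on chromosome 11 from 88339382 to 88718513, and its mean was 50.5% ± 6.54 (SD, n = 5) in SO and 75.6% ± 2.68 (SD, n = 4) in SOA (exact p = 0.00794). Both genes were chosen on the same samples, so their p-values are not independent evidence.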

The 48 hypomethylated tiles were mostly dispersed across the genome, although 14.6% of the hypomethylated tiles were located in the gene *Soga1* (seven tiles; Additional file 15: Table S8; Additional file 5: Figure S5). *Soga1* encodes a microtubule associated protein known to be involved in glucose and glycogen metabolism [51]. Conversely, 40 genes contained multiple hypermethylated tiles in SO (≥ 5 tiles; Additional file 15: Table S8). 

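At least 5 hypermethylated tiles were found in 47 genes, which held 455 tiles, or 22.1% of the tiles hypermethylated in SO. Klf12, on chromosome 14 from 99870632 to 100284679, had 28 hypermethylated tiles. It was at 32.9% ± 2.81 (SD, n = 5) in SO and 9.16% ± 2.30 (SD, n = 4) in SOA (two-sided exact permutation test, p = 0.00794). Klf12 was chosen for its tiles in the same samples, so this p is not independent evidence.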

Interestingly, we also found that 81.2% of the clustered tiles within gene bodies were located in HypoD regions, suggesting concerted methylation gains in superovulated prepubertal oocytes that could be associated with age-related transcriptional differences. The GO enrichment analysis of the 40 hypermethylated genes revealed that the most altered pathway was single organism signaling (16 genes), followed by neuron-neuron synaptic transmission (four genes, Table 4). 

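Tcf4, on chromosome 18 from 69343356 to 69689079 (GRCm38), had 28 tiles hypermethylated in SO, and its mean tile methylation was 77.5% ± 1.42 (SD, n = 5) in SO and 53.3% ± 5.33 (SD, n = 4) in SOA. Zfp521, on chromosome 18 from 13687013 to 13972787, had 26 and was at 58.5% ± 3.85 (SD, n = 5) and 28.6% ± 1.54 (SD, n = 4). Atrnl1, on chromosome 19 from 57611034 to 58133343, had 22 and was at 46.7% ± 2.91 (SD, n = 5) and 33.1% ± 1.03 (SD, n = 4). In each of these genes all SO samples were above all SOA samples (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0164 by the Benjamini-Hochberg procedure over 29 gene body tests). Because the genes were chosen for tiles that differ between the same samples, neither p is independent evidence. IFC was at 81.7% ± 1.55 (SD, n = 4) in Tcf4, 64.0% ± 3.30 (SD, n = 4) in Zfp521 and 42.9% ± 1.65 (SD, n = 4) in Atrnl1, and IV at 45.1% ± 3.64 (SD, n = 3), 27.1% ± 1.58 (SD, n = 3) and 34.2% ± 3.64 (SD, n = 3).

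**Figure D7:**
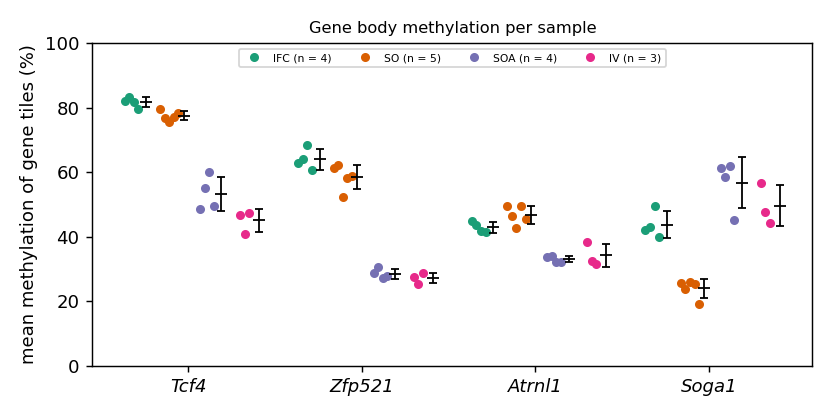
Mean methylation, in percent, of the 100-CpG tiles that overlap Tcf4, Zfp521, Atrnl1 and Soga1, for each sample. Points are samples coloured by group and black bars give the mean and SD of the group. SO and IFC lie above SOA and IV in the first 3 genes, and SO lies below all other groups in Soga1.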

The most affected genes were *Tcf4* (28 tiles, Fig. 4c), zinc finger protein 521 (*Zfp521*, 26 tiles, Additional file 6: Figure S6A), and attractin like 1 (*Atrnl1*, 22 tiles, Additional file 6: Figure S6B). *Tcf4* encodes an E-box protein crucial for development of the mammalian nervous system. Haploinsufficiency of *TCF4* in humans causes the Pitt–Hopkins mental retardation syndrome, and other members of the gene family are not able to compensate for its absence during the differentiation of progenitors of the pontine neurons [52]. *Zfp521* codes for a zinc finger DNA binding protein implicated in the function and differentiation of early progenitor cells in neural and adipose tissues, the erythroid lineage, and bone development, and is involved in neuronal development and differentiation [53, 54].

**Table 4:** Enriched biological processes of hypermethylated genes in SO compared to SOA (> 20% methylation difference, *n* = 40)

#term ID	Term description	Observed gene count	False discovery rate
GO:0048846	Axon extension involved in axon guidance	3	0.0012
GO:0009987	Cellular process	35	0.0027
GO:0050919	Negative chemotaxis	3	0.0125
GO:0070100	Negative regulation of chemokine-mediated signaling pathway	2	0.0125
GO:0021825	Substrate-dependent cerebral cortex tangential migration	2	0.0135
GO:0035385	Roundabout signaling pathway	2	0.0135
GO:0060560	Developmental growth involved in morphogenesis	4	0.0135
GO:0023052	Signaling	17	0.0139
GO:0007154	Cell communication	17	0.0185
GO:0007268	Chemical synaptic transmission	5	0.0185
GO:0042118	Endothelial cell activation	2	0.0185
GO:1902668	Negative regulation of axon guidance	2	0.0185
GO:0003180	Aortic valve morphogenesis	2	0.0244
GO:0022008	Neurogenesis	10	0.0244
GO:0001657	Ureteric bud development	3	0.0322
GO:0001964	Startle response	2	0.0387
GO:0007399	Nervous system development	11	0.0387
GO:0035235	Ionotropic glutamate receptor signaling pathway	2	0.0387
GO:0048699	Generation of neurons	9	0.0387
GO:0050789	Regulation of biological process	27	0.0387
GO:0050794	Regulation of cellular process	26	0.0387
GO:0090287	Regulation of cellular response to growth factor stimulus	4	0.0387
GO:0120033	Negative regulation of plasma membrane bounded cell projection assembly	2	0.0387
GO:0008045	Motor neuron axon guidance	2	0.0398
GO:0030182	Neuron differentiation	7	0.0398
GO:0030517	Negative regulation of axon extension	2	0.0398
GO:0035249	Synaptic transmission, glutamatergic	2	0.0398
GO:0090288	Negative regulation of cellular response to growth factor stimulus	3	0.046
GO:0007267	Cell-cell signaling	6	0.049
GO:0021884	Forebrain neuron development	2	0.0494

The specific CGI analysis revealed that there were 107 differentially methylated CGIs between SO and SOA (Additional file 14: Table S7) but few had greater than 20% methylation differences (Table 3). However, looking at the list of 110 altered CGIs, we found that SFI1 centrin binding protein gene (*Sfi1*) was the most affected gene, with ten of its 13 intragenic CGIs significantly hypomethylated, including the CGI at the promoter region (Fig. 5a). 

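Sfi1 spans 3131850 to 3193463 on the reverse strand of chromosome 11 (GRCm38). Over all covered positions of the gene, methylation was 39.8% ± 3.38 (SD, n = 5) in SO, 50.8% ± 4.74 (SD, n = 4) in SOA, 41.1% ± 2.00 (SD, n = 4) in IFC and 48.3% ± 1.06 (SD, n = 3) in IV. Every SO sample was below every SOA sample (two-sided exact permutation test, p = 0.00794). The CpG-dense region at the 5' end, from 3192553 to 3194106, was at 38.3% ± 2.04 (SD, n = 5) in SO and 37.8% ± 1.41 (SD, n = 4) in SOA, a difference within the spread between samples (exact p = 0.706). With pooled calls in place of means over positions, the region tended to be higher in SO. It then ranged from 40.1% (SO3) to 44.4% (SO2) in SO and from 35.7% (SOA1) to 40.6% (SOA4) in SOA. The coordinates of the 13 islands were not used here. Between 4568 and 14960 calls per sample lay in the gene, which is 4.18 to 7.96 times as many per position as in the median tile of chromosome 11.

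**Figure D8:**
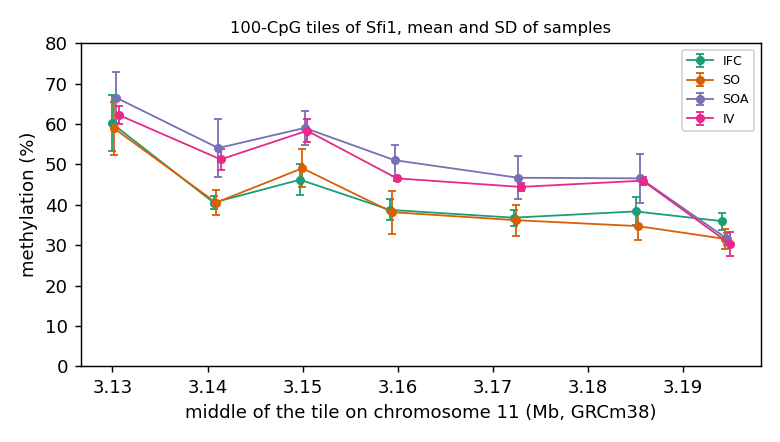
Methylation in percent of the 7 tiles of 100 CpGs that overlap Sfi1, against the position of the middle of the tile on chromosome 11 in Mb (GRCm38). Points are group means and whiskers the SD between samples; points are shifted slightly sideways so that the groups can be told apart. SOA and IV lie above SO and IFC in the gene and not in the last tile, at the 5' end, where SO and SOA are both at 31.6%.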

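Of the 7 tiles that overlap Sfi1, 5 were lower in SO than in SOA with a two-sided exact permutation p between 0.00794 and 0.0317. In these the difference ranged from -13.5 to -9.99 points. Of the other 2, the tile at the 3' end of the gene differed by -7.55 points (exact p = 0.135) and the tile at the 5' end by -0.00798 (exact p = 0.992).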

The methylation average of all CGIs in the *Sfi1* locus was 40.52% for SO and 51.71% for SOA. *Sfi1* encodes a centrosome protein required for proper mitotic spindle assembly, whose deletion results in G2/M cell-cycle arrest [55]. Importantly, it has been observed that *Sfi1* is one of the 23 loci that resist the wave of demethylation in primordial germ cells (PGCs) [56]. In addition, *Sfi1* was found to be methylated in gametes and blastocysts but also in 5-dpp (days post-partum) non-growing oocytes, oocytes lacking DNMT3A or DNMT3L and PGCs [22, 56], suggesting an incomplete demethylation during PGC reprogramming and preimplantation development. Finally, we also found differences in the unique intragenic CGI of the *Zscan10* gene (37.2% vs. 50.2%, in SO and SOA, respectively). 

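The CpG-dense region of Zscan10, on chromosome 17 from 23609611 to 23610825 (GRCm38), was at 37.2% ± 16.2 (SD, n = 5) in SO and 50.2% ± 14.6 (SD, n = 4) in SOA. The values rest on 30 to 123 calls per sample. The difference was within the spread between samples (two-sided exact permutation test, p = 0.262), although the likelihood-ratio test on the calls, which takes each call as independent, gave p = 0.0126. Over the whole gene, from 23600856 to 23611019, the exact permutation p was 0.183.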

*Zscan10*, also known as *Zfp206*, codes for a transcription factor that acts as a positive regulator of pluripotency in embryonic stem cells (ESC) and preimplantation embryos by interacting with Oct4 and Sox2 [57, 58]. Kawashima et al. (2012) [59] found that this specific CGI regulates the gene expression of the gene during mouse brain development, and that its aberrant hypomethylation was associated with human neuroblastomas, especially in patients with poor prognosis.

**Fig. 5:**
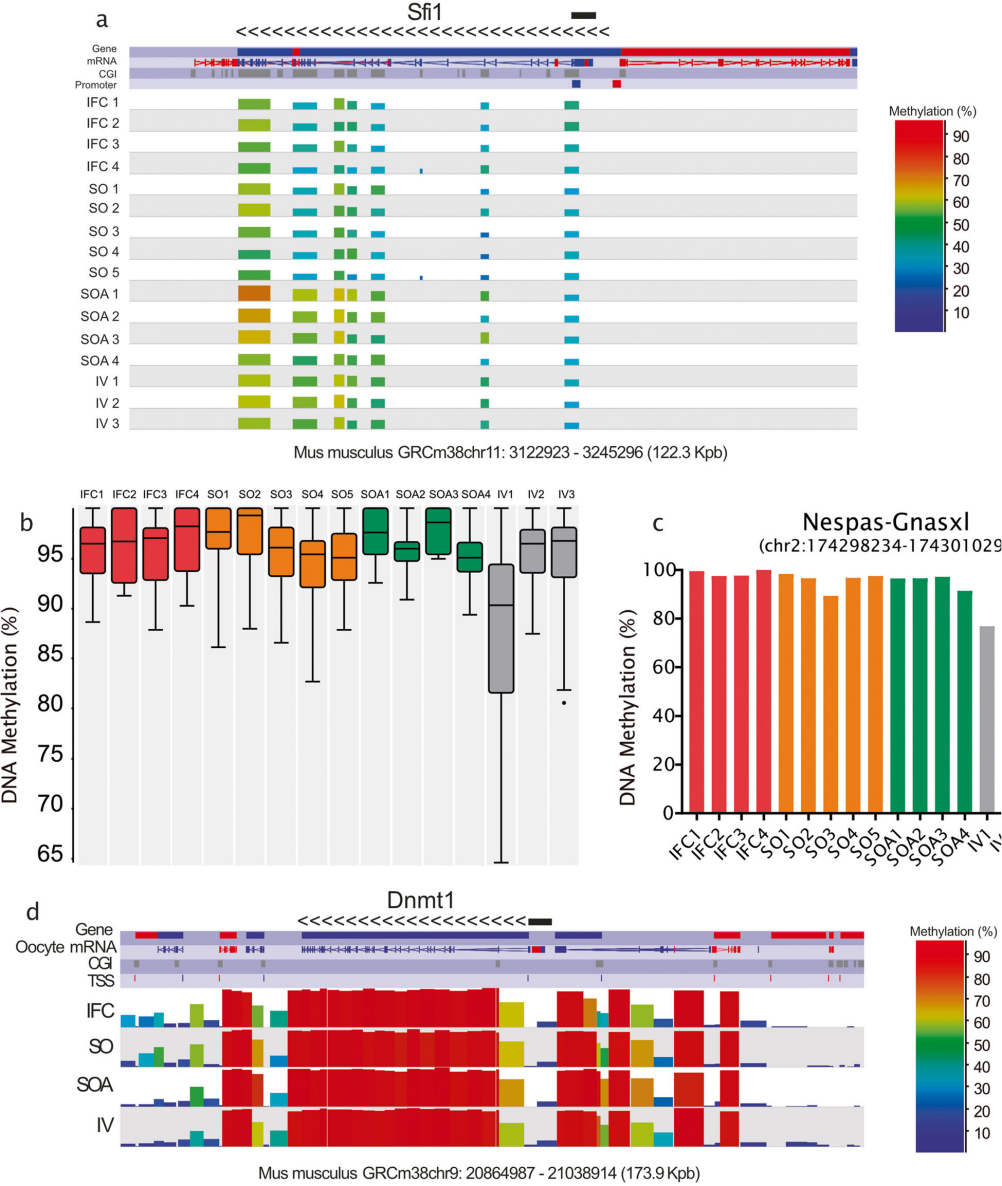
**a** SeqMonk screenshot of the DNA methylation profiles of the CGIs at the locus *Sfi1* in chromosome 11. Each color-coded vertical bar represents the methylation value of a differentially methylated CGI. Genes and oocyte mRNA are shown in red or blue depending on their direction of transcription (forward or reverse, respectively). **b** Box-whisker plot showing the DNA methylation levels at 28 maternally imprinted germline differentially methylated regions (gDMRs) in each replicate. In the plots, the line across the middle of the box shows the median, the upper and lower extremities of the box show the 25th and 75th percentile of the set of data, and the upper and lower black whiskers show the median plus/minus the interquartile (25–75%) range multiplied by 2. Individual points that fall outside this range are shown as filled circles and represent single outlier tiles. **c** DNA methylation levels at the Nespas-Gnasxl gDMR for each sample. **d** SeqMonk screenshot of the DNA methylation distribution (100-CpG tiles quantified) in relation to the gene structure of *Dnmt1*. The data for the replicates is combined into the tracks labeled IFC, SO, SOA, and IV. Each color-coded bar represents the methylation value of a non-overlapping 100-CpG tile. The direction of transcription is represented by the arrows. The promoter of the oocyte transcript is marked with a black bar

Because hierarchical cluster analysis showed that IFC followed the same trend as SO for these differentially methylated sites (Fig. 4b), we also interrogated the DMRs between IFC and SOA. We found that IFC had 7635 significantly differential methylated tiles (*p* < 0.05, 3.9% of total 197,565 informative tiles) with ≥ 20% methylation difference: 4158 hypomethylated and 3477 hypermentylated (Additional file 16: Table S9). 

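In IFC vs SOA, the likelihood-ratio test with Benjamini-Hochberg adjustment called 22456 of 197565 informative tiles (11.4%), and 7571 of these (3.83% of the informative tiles) differed by at least 20 points, with 4002 hypomethylated and 3569 hypermethylated in IFC. The quasi-binomial F test called 303 and limma 2481 tiles. Without SOA4, 14766 tiles were called.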

Clustering of the hypomethylated tiles by position revealed that the most affected genes were *Msi2* and *Sox5* (Additional file 17: Table S10), which were also among the most affected in the SO vs. SOA and IFC vs. SO comparisons, respectively. 

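Sox5 had 42 tiles hypomethylated in IFC relative to SOA, the most of any gene, followed by Msi2 with 38 and Cdh13 with 31. In Msi2 the mean tile methylation was 47.0% ± 3.42 (SD, n = 4) in IFC, a difference from SOA of -28.5 points, and in Sox5 the difference was -16.1 points. In Cdh13 it was -11.0 points. In all 3 genes every IFC sample was below every SOA sample (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). The genes had been chosen on the same samples, so this p is not independent evidence. At least 5 hypomethylated tiles were present in 81 genes.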

All hypomethylation differences between IFC and SO were also present between IFC and SOA oocytes, suggesting that the differences are the result of the in vitro growth conditions (Fig. 4d). 

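Of the 1429 tiles hypomethylated in IFC vs SO, 986 (69.0%) were also called as hypomethylated by at least 20 points in IFC vs SOA. Of the 1390 such tiles with a value in every sample, 1362 (98.0%) were lower in IFC than in SOA to any extent, which their selection for low IFC values also favours. By genes, 296 of 503 (58.8%) were shared. When the tiles of IFC vs SO were chosen by the difference of Table S3, 840 of 847 tiles (99.2%) were also among the 4002 tiles of IFC vs SOA, and 204 of 205 genes were shared. Both comparisons use the same IFC samples, so their differences are not independent.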

Clustering the hypermethylated tiles revealed that the most affected gene was *Tcf4*, similar to what was observed in the SO vs. SOA comparison (Additional file 17: Table S10). These results suggested that there would be genes commonly affected in the SO vs. SOA and IFC vs. SOA comparisons, which might be related to sexual maturity of oocytes. Indeed, we identified 352 genes commonly hypermethylated in SO vs. SOA and IFC vs. SOA (Fig. 4e, Additional file 18: Table S11). 

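Tcf4 had 33 tiles hypermethylated in IFC relative to SOA, followed by Klf12 with 29 and Ctnnd2 with 27. The gene body differences were 28.4, 26.6 and 15.2 points, and in each gene every IFC sample was above every SOA sample (two-sided exact permutation test, p = 0.0286). Again the genes had been chosen on the same samples, so this p is not independent evidence. At least 5 hypermethylated tiles were found in 75 genes.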

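By genes, 503 held a tile hypermethylated in both SO vs SOA and IFC vs SOA, of which 459 held none in IFC vs SO. By tiles, 1244 were shared, of 2034 in SO vs SOA and 3524 in IFC vs SOA with a value in every sample of the 3 groups. For hypomethylation, 1090 tiles and 363 genes were shared. Both comparisons use the same SOA samples, which makes their differences correlated. In 10 simulations, all 3 groups, SOA included, were drawn from the same level in each tile, with the observed numbers of calls. The median correlation of the differences over all tiles was then 0.555, compared with 0.698 in the data. The shared tiles of these simulations are not compared, since medians of only 9.5 and 12.5 tiles were called hypermethylated in IFC vs SOA and SO vs SOA. When SOA1 and SOA2 served as the control for IFC and SOA3 and SOA4 for SO, 797 hypermethylated tiles were shared, and 695 with the controls exchanged. From the genes shared by the comparisons with SOA, the paper proposes a relation to the sexual maturity of the oocytes.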

We performed a GO enrichment analysis and observed that these genes were enriched in regulation of nervous system development processes (Additional file 18: Table S11).

### Neither in vitro growth or hormonal stimulation alter methylation at imprinted germline differential methylated regions

Because of the importance of establishing methylation correctly at imprinted genes, we evaluated whether methylation at imprinted gDMRs was affected by in vitro culture or hormonal stimulation of prepubertal oocytes. All samples presented high percentages of methylation at the 28 maternally methylated gDMRs assessed and sample IV1 showed the greatest variation and tendency for reduced methylation (Fig. 5b). 

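The Gnas gDMR was taken as the region listed at Gnas in Table S5, on chromosome 2. Its methylation was 90.6% ± 11.9 (SD, n = 3) in IV, 98.7% ± 1.26 (SD, n = 4) in IFC, 95.7% ± 3.61 (SD, n = 5) in SO and 95.5% ± 2.68 (SD, n = 4) in SOA. IV did not differ from the other groups by more than the spread between samples (two-sided exact permutation test, p = 0.0857 against IFC, 0.607 against SO and 0.714 against SOA). The likelihood-ratio test on calls, which leaves out the spread between samples, gave p = 8.86e-06 against IFC, 0.00538 against SO and 0.131 against SOA, unlike the exact permutation test over samples. The other gDMRs were not analysed here.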

Logistic regression comparison of all groups revealed that IV had lower methylation (≥ 20% methylation difference, *p* value < 0.05) at a single gDMR, at the guanine nucleotide binding protein alpha stimulating (*Gnas*), than the other groups (Fig. 5c). 

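At the Gnas gDMR, IV1 was at 76.8%, with 78.6% of its 131 calls methylated (95% Wilson interval 70.8% to 84.8%). IV2 was at 97.3% over 118 calls and IV3 at 97.7% over 195 calls. The next lowest samples were SO3, at 89.4%, and SOA4, at 91.5%. Without IV1, IV was above SO by 1.78 points and above SOA by 2.02 points, and below IFC (difference -1.19 points, compared with -8.08 with IV1).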

Since this seemed to be driven by a single sample IV1, and our IV group was the in vivo reference for the manipulations (IFC, SO, and SOA), we did not consider the difference biologically relevant. Moreover, as noted above, IV1 was suspected to have slight somatic cell DNA contamination, which might reduce the measured gDMR methylation level.

### DNA methylation at genes for maternal effect proteins involved in imprinting maintenance

Our previous results demonstrated a reduction in methylation at the gDMRs of *H19*, *Snrpn*, and *Mest* in blastocysts generated by fertilization of IFC oocytes [34]. For this reason, we also investigated the methylation status of CGIs, promoters, and gene bodies of genes related to imprinting establishment and/or maintenance during preimplantation development. Variations in methylation of these loci could relate to transcriptional differences in oocytes, or affect the regulation of these genes in early preimplantation embryos. The genes examined included the DNA methyltransferases (*Dnmt1*; Fig. 5d, *Dnmt3a* and *Dnmt3L*); developmental pluripotency-associated protein 3 (*Dppa3*, also known as *Stella*); Tet methylcytosine dioxygenase 3 (*Tet3*); zinc finger protein 57 (*Zfp57*); the tripartite motif-containing 28 (*Trim28/Kap1*); the methyl-CpG binding domain protein 3 (*Mbd3*); the histone H3 lysine 9 methyltransferases *Setdb1*, G9a (*Ehmt2*) and G9a-like protein GLP (*Ehmt1*). All groups showed similar methylation percentages at promoters, CGIs, and gene bodies of all selected genes (Additional file 7: Figure S7).

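For the 11 genes, mean methylation of the gene body, and of the promoters of 7 genes with enough positions in every sample, was compared in the 4 pairs of groups. Of 72 tests, 1 had an unadjusted p below 0.05 (two-sided exact permutation test) and 0 had an adjusted p below 0.05 after the Benjamini-Hochberg procedure, the lowest being 0.571. A single test at 0.00794, the smallest p that 4 samples against 5 allow in the two-sided exact permutation test, cannot go below 0.571 after adjustment over 72 tests. With samples left out in turn, 1 to 4 tests had an unadjusted p below 0.05. In the gene bodies, the largest difference between 2 groups ranged from 1.73 points in Dnmt1, at 91.1% to 92.9%, to 17.5 points in Dppa3, where as few as 10 calls per sample were available. The single test below 0.05 was at the promoters of Tet3, at 63.1% ± 12.4 (SD, n = 4) in IFC and 88.1% ± 5.80 (SD, n = 5) in SO, with 19 to 141 calls per sample. In the gene body of Tet3 the groups were at 90.05% ± 2.08 (SD, n = 4) and 92.8% ± 1.82 (SD, n = 5), with exact p = 0.0952. Islands of these genes were not examined as a set.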

## Discussion

Here, we provide the first whole-genome DNA methylation maps of mouse MII oocytes obtained after natural ovulation (IV) and after IFC. We also evaluated methylation in hormonally stimulated oocytes obtained from prepubertal mice (SO), results that could be of relevance for fertility preservation strategies in prepubertal girls. Foremost, we observed that global DNA methylation was similar in all groups: no significant differences were found globally at genomic annotations such as gene bodies, intergenic regions, promoters, CGIs, or repetitive elements. Similarly, methylation at the hypermethylated and hypomethylated domains characteristic of the oocyte was not significantly different at a global level. Therefore, regardless of the treatment that the oocyte is exposed to or its sexual maturity, the genomic DNA methylation pattern is strongly conserved. However, PCA did cluster the oocytes by group, indicating some degree of consistent variation by treatment. Despite relatively low sequencing depth of individual replicates, we were able to identify reproducible methylation differences by applying stringent cut-offs (≥ 20%); in addition, the finding of clustered methylation changes across whole genes provides assurance that there are genuine and biologically meaningful effects. In brief, we detected significant differences between IFC and age-matched SO oocytes, and between prepubertal and adult superovulated oocytes (SO vs SOA): the methylation differences between SOA and in vivo derived oocytes (IV) were very limited and generally dispersed through the genome. The minimal differences between SOA and IV could represent a background rate of false discovery in our pairwise comparisons, lending further support to the identification of bona fide methylation differences in the other comparisons.

We compared oocytes obtained from an established IFC system from the early preantral stage [39] with in vivo grown but superovulated age-matched oocytes (SO). This identified hypomethylation in IFC oocytes in a very low percentage of the genome (0.41%), but in regions that were also found hypomethylated when compared to SOA, suggesting that the differences are the result of the in vitro growth conditions. The affected genes were involved in nervous system development, but also in calcium channel activity, focal adhesion, and Ras and MAPK signaling. We also found some specific hypomethylated CGIs that overlapped promoter regions of important genes for embryo development such as fibroblast growth factor receptor 1 (*Fgfr1*), PHD finger protein 19 (*Phf19*), or CCR4-NOT transcription complex (*Cnot7*). Recently, it has been demonstrated that FGFR1 is crucial for trophectoderm development and blastocyst implantation [60]. PHF19 is a Polycomb-like (PCL) protein necessary to recruit polycomb repressive complex 2 (PRC2) to CpG islands and mediate transcriptional repression [61]. *Cnot* is a dormant maternal mRNAs that regulates deadenylation and degradation of maternal transcripts during oocyte maturation [62]. CGIs are interesting regions to design targeted pyrosequencing assays because the CpGs are less dispersed than the CpGs across genes. Therefore, we propose that these CGIs could be used in the future as DNA methylation markers to evaluate the improvement of the follicle culture techniques.

The oocyte gains methylation in the latter phases of growth, mostly at transcriptionally active gene bodies [23]. The final diameter of IFC oocytes at the MII stage was lower than in vivo grown mature oocytes, which might suggest that methylation acquisition in IFC oocytes is not complete by the time of the ovulation stimulus. This seems unlikely, however, as we did not see a generalized reduction in methylation, unless it is the case that the few affected genes complete methylation very late in oogenesis. Instead, the limited hypomethylation observed could be caused by suboptimal oocyte growth and/or by altered transcriptional state associated with the culture conditions. It has been previously published that the transcriptome of in vitro developed oocytes from secondary follicles differs from in vivo developed oocytes [63]; however, we did not find any correspondence between the reported transcription differences and the differentially methylated genes we observed.

Superovulation affects oocyte competence, oviduct, and uterine environments, resulting in fewer fertilized oocytes becoming live offspring [35]. However, we found that superovulation of adult females resulted in very few changes in oocyte methylation compared with natural ovulation (< 0.28% tiles with ≥ 20% difference). This extends previous findings of normal methylation acquisition at imprinted genes in superovulated mouse oocytes [64]. The essentially normal methylation pattern of SOA oocytes would be expected if all methylation is in place in the transcriptionally arrested, fully grown GV oocytes recruited by hormonal stimulation of the adult ovary; it also indicates that the effects on oocyte competence are unlikely to be related to methylation acquisition.

The greatest effect on oocyte methylation was detected in superovulation of prepubertal females, with the number of differential methylated loci between prepubertal and adult stimulated oocytes (1.05% tiles with ≥ 20% difference) higher even than between in vitro and in vivo oocyte development. In adults, the population of early antral follicles is more heterogeneous as a result of the fluctuating central hormonal control. DNA methylation alterations detected in oocytes from sexually immature females were associated with over 40 genes, mostly being hypermethylated. Again, these gene-body differences provide evidence for epigenetic differences between the first wave and later populations of fully grown oocytes, which could reflect the different hormonal environments of the immature and mature ovary. The alternative possibility that priming prepubertal oocytes with eCG causes aberrant methylation at a defined set of genes seems less likely, given our observation that hormonal priming has little or no effect on methylation in adult oocytes.

Compared to SOA, we found 377 genes with differentially methylated regions in both IFC and SO. Again, the most significant biological processes enriched in these DMR were related to nervous system development and neurogenesis. We also found hypomethylation at intragenic CGIs of *Sfi1*, one of the few loci that showed incomplete demethylation during PGC reprogramming and preimplantation development. Therefore, further experiments on embryos produced from prepubertal oocytes should also investigate whether oocyte-derived DNA methylation at non-imprinted sequences is retained during pre- and post-implantation development and whether this maternal methylation may affect normal development.

The genome-wide analysis allowed us to interrogate all known maternally and paternally methylated imprinted gDMRs. This revealed that in vitro culture, superovulation or sexual immaturity did not affect DNA methylation at imprinted loci, confirming previous studies that imprinted DNA methylation acquisition in oocytes is a robust process that is not deregulated by superovulation [61], IFC [26, 27], or sexual maturity in superovulated mice, providing reassurance for human clinical ART practice. While DNA methylation establishment at imprinted gDMRs in the oocyte remains unaltered, there is accumulating evidence that superovulation and IFC can affect maintenance of gDMR methylation during early embryo development by affecting other aspects of oocyte quality [34–37]. In our analysis, we did not detect methylation alterations at genes known to be involved in methylation establishment and maintenance, consistent with no significant effect of ART or sexual maturity on their expression. These results are consistent with previous findings of similar transcript abundance for a subset of these genes in in vivo and in vitro developed oocytes [26, 34]. Further experiments will need to evaluate whether loss of gDMR methylation in blastocysts could be related to altered protein abundance or nuclear localization of those factors. Recently, Han et al. [65] found that mouse oocytes from high-fat diet fed female mice had a reduction of the Dppa3/Stella protein required to protect the maternal genome from demethylation in the zygote, in the absence of an associated change in transcript abundance.

## Conclusions

In conclusion, our genome-wide analysis shows that IFC is associated with altered methylation at specific set of loci. DNA methylation of superovulated prepubertal oocytes differs from that of superovulated adult oocytes, whereas oocytes from superovulated adult females differ very little from naturally ovulated oocytes. Importantly, we show that regions other than imprinted gDMRs are susceptible to methylation changes associated with ART and/or sexual immaturity in mouse oocytes. Future studies need to assess whether these specific methylation changes are physiologically significant and contribute to the reduced developmental capacity of IFC oocytes, and whether new culture approaches such as 3D systems, by working toward a more appropriate niche using bioprinting, might further improve the epigenetic signature of in vitro-grown oocytes.

## Methods

### Animals

This study was performed with F1 (C57BL/6JXCBA/Ca) females, housed and bred according to European and national standards for animal care. The mice were purchased from Charles River Laboratories (Saint Germain Nuelles, France). Experimental groups, age of females, and biological replicates are illustrated in Fig. 1a.

### In vitro follicle culture

MII oocytes were obtained from early preantral follicles as described previously (Cortvrindt and Smitz 2002; Anckaert et al. 2013b). Follicles of 110–130 μm in diameter were mechanically isolated from ovaries of 48 13-day-old females in Leibovitz L15 medium (Invitrogen). Follicle culture medium consisted of α-minimal essential medium (Invitrogen) supplemented with 5% heat-inactivated fetal bovine serum, 5 μg/ml of insulin, 5 μg/ml of transferrin, 5 ng/ml of selenium (ITS; Sigma Aldrich), and 10 IU/L of recombinant follicle-stimulating hormone (r-FSH; Gonal-F®, Serono). Follicles were individually cultured until the antral stage in an incubator at 37 °C, 100% humidity, and 5% carbon dioxide in air. Part of the medium (30 μl) was refreshed at days 3, 6, and 9. At the end of the day 9, an ovulatory stimulus was given with 1.2 IU/ml of recombinant human chorionic gonadotropin (r-hCG; Ovitrelle, Serono) supplemented with 4 ng/ml of recombinant epidermal growth factor (r-EGF) (Roche Diagnostics). Approximately 18 h after r-hCG/r-EGF administration (day 10) cumulus-oocyte complexes (COCs) containing MII oocytes were available for denudation with hyaluronidase. With a fine glass pipette, oocytes were washed several times in Leibovitz L15 medium and pictures were taken in order to measure their diameter. When no more cumulus cells were evident, oocytes were washed three times more in DNA-free sterile PBS before being photographed and snap-frozen.

### Ovarian stimulation in prepubertal and adult females

A total of 18 prepubertal 23-day-old and 24 adult 10-week-old females were used to collect superovulated MII oocytes. Females were superovulated with an intraperitoneal injection of 2.5 IU (prepubertal) or 5 IU (adult) of equine chorionic gonadotropin (eCG; Folligon, Intervet) followed 48 h later by another intraperitoneal injection of the same dose of human chorionic gonadotropin (hCG; Chorulon; Intervert). Oviducts were removed and COCs were gently released from the ampulla. COCs were denuded, photographed, washed, and stored as described above for IFC.

### Oocyte collection from unstimulated females

Natural unstimulated MII oocytes were obtained from 32 adult 10-week-old females. To improve the number of females in oestrus stage, the Whitten effect previously described in mouse was used for synchronization. Three days after the females came into contact with male pheromones, oestrus positive females were separated and COCs were retrieved from the oviduct, oocytes denuded, photographed, washed, and stored as previously described.

### Oocyte diameter measurements

The diameter of oocytes was measured before storage using the image report system of the EVOS light microscope (Life technologies) and the imaging software ImageJ. Differences in oocyte diameter were determined by non-parametric Kruskall-Wallis and Dunn’s multiple comparisons tests using GraphPad Prism version 5.0. Differences were considered significant when *p* < 0.05.

### Post bisulfite adapter tagging libraries of pooled oocytes

Due to the low amount of starting material, DNA bisulfite conversion and sequencing library preparation were performed using the post-bisulphite adapter tagging (PBAT) protocol [40] including the modifications described before [41, 66]. Additional file 8: Table S1 shows the number of pooled oocytes in each biological replicate. Library quantity and quality were assessed using Bioanalyzer 2100 (High-Sensitivity DNA chips, Applied Biosystems) and KAPA Library Quantification Kit for Illumina (KAPA Biosystems). Each library was tagged with an individual identification sequence and sequenced in a HiSeq2500 or NextSeq500.

### DNA methylation analysis

PBAT library sequence reads were mapped to the mouse genome assembly GRCm38 using Bismark software (v.0.19; Babraham Institute) and DNA methylation analysis was done using the SeqMonk software package (v.1.41; Babraham Institute). Note that mapping was done onto the C57BL/6 J reference genome, but that there are sequence variants between the C57BL/6 J and CBA/Ca genomes. Methylation assignment from PBAT data in Bismark infers C to T conversions that result from bisulphite treatment as being unmethylated and retained C sites as being methylated, therefore C > T genetic variants could be erroneously called as unmethylated. However, by reference to high-quality CBA/Ca single-nucleotide polymorphisms (SNPs) from the Mouse Genomes Project (https://www.sanger.ac.uk/science/data/mouse-genomes-project), we estimate that only 0.988% of genomic CpG sites coincide with a C > T SNP in the CBA/Ca genome, and could therefore be given a false methylation assignment. We regarded this very low rate of potential false calls as being acceptable. We also note that all females from which oocytes were derived were F1[C57BL/6 J x CBA/Ca], such that all oocytes retain both C57BL/6 J and CBA/Ca alleles; therefore, there is no genetic differences between oocytes or between groups.

To perform an unbiased analysis, non-overlapping 100-CpG tiles were defined using the read position tile generator tool and selecting 1 read count per position and 100 valid positions per window, in all the 16 individual data sets. Part of the genomic features used were already implemented in SeqMonk software while others were obtained from previously published studies and converted to the correct genome coordinates, such as oocyte-specific methylated CGIs [25] and maternal imprinted gDMRs [67]. Promoters were considered − 1000 bp from any transcription start site (TSS) obtained from the mmEPDnew, the *Mus musculus* curated promoter database. For all analysis but imprinted gDMRs and CGIs, quantitation was done using the bisulphite quantitation pipeline and one minimum count to include position and five minimum observations to include feature. For imprinted gDMR and CGI analysis, quantitation was done using the bisulphite quantitation pipeline and one minimum count to include position and 20 minimum observations to include feature. We increased the threshold for observations to 20 because we were interrogating specific loci. Except for CGIs, only informative tiles (value between 0 and 100 in all 16 datasets) were included in the analyses. Differential methylated regions (DMRs) were determined with a logistic regression, with *p* < 0.05 after correction for multiple comparisons with the Benjamini–Hochberg procedure and a minimum difference of 20% in absolute methylation. Enrichment analysis was done using STRING v10.5 software with high interaction score (0.7) and the default interaction sources [68].

## Supplementary information

**Additional file 1: Figure S1.** Correlation matrix showing that all the replicates were highly correlated (100-CpG window size tiles; value between 0 and 100 in all 16 samples; *n* = 195,170).

**Additional file 2: Figure S2.** The box-whisker plots show the global DNA methylation average of probes informative in all 16 individual datasets at different genomic features: A) Intragenic regions (*n* = 20,474); B) intergenic regions (*n* = 18,245); C) promoters (*n* = 7704). In the plots the line across the middle of the box shows the median, the upper and lower extremities of the box show the 25th and 75th percentile of the set of data, and the upper and lower black whiskers show the median plus/minus the interquartile (25–75%) range multiplied by 2. Individual points which fall outside this range are shown as filled circles, and they represent single outliers tiles. D) DNA methylation levels at repetitive elements showing the mean ± SEM.

**Additional file 3: Figure S3.** Pie-charts showing the distribution of tiles overlapping gene bodies and promoters in the total informative tiles, hypomethylated tiles and hypermethylated tiles in IFC vs. SO, SO vs. SOA and SOA vs. IV comparisons. Differences were evaluated using Chi-square test and considered significant when *p* < 0.05.

**Additional file 4: Figure S4.** SeqMonk screenshots of the DNA methylation profiles of the hypomethylated loci *Myo16* (A, 13 tiles with more than 20% methylation difference) and *Elt4* (B, 14 tiles with more than 20% methylation difference) in IFC compared to SO. Each color-coded bar represents the methylation value of a non-overlapping 100-CpG tile. Genes and oocyte mRNA are shown in red or blue depending on their direction of transcription (forward or reverse, respectively). The track labeled mRNA represents the oocyte transcriptome annotaton from Veselovska et al. [24].

**Additional file 5: Figure S5.** SeqMonk screenshots of the DNA methylation profiles of the hypermethylated loci *Prdm16* (A, 7 tiles with more than 20% methylation difference) and *Soga1* (B, 6 tiles with more than 20% methylation difference) in IFC compared to SO. Each color-coded bar represents the methylation value of a non-overlapping 100-CpG tile. Genes and oocyte mRNA are shown in red or blue depending on their direction of transcription (forward or reverse, respectively). The track labeled mRNA represents the oocyte transcriptome annotaton from Veselovska et al. [24].

**Additional file 6: Figure S6.** SeqMonk screenshots of the DNA methylation profiles of the hypermethylated loci *Zfp521* (A, 26 tiles with more than 20% methylation difference) and *Atrnl1* (B, 22 tiles with more than 20% methylation difference) in SO compared to SOA. Each color-coded bar represents the methylation value of a non-overlapping 100-CpG tile. Genes and oocyte mRNA are shown in red or blue depending on their direction of transcription (forward or reverse, respectively). The track labeled mRNA represents the oocyte transcriptome annotaton from Veselovska et al. [24].

**Additional file 7: Figure S7.** SeqMonk screenshots of the DNA methylation distribution at gene structure of ten important maternal effect proteins for DNA methylation establishment and maintenance. The location of the gene and the direction of transcription it is represented with the arrows. The promoter of the oocyte transcript is marked with a black star on the TSS (transcription start site) track. The data for the replicates is combined into the tracks labeled IFC, SO, SOA and IV. Each color-coded bar represents the methylation value of a non-overlapping 100-CpG tile. The track labeled mRNA represents the oocyte transcriptome annotaton from Veselovska et al. [24].

**Additional file 8: Table S1.** Summary of all PBAT libraries generated for this study, including the following information: the approximate number oocytes used for each library, number of uniquely mappable reads, mapping efficiency, duplication rate and methylation percentage at CpG, CHG and CHH regions.

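In this table the unit of sequencing is the uniquely mapped read left after duplicate removal, and 1 read can hold several CpGs or none. In the deposited calls the pooled percentage of methylated CpG calls ranged from 37.6% in IFC4 to 43.7% in SOA1.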

**Additional file 9: Table S2.** Sequencing statistics for each experimental group including the number of CpGs covered by more than 1, 3 or 5 reads.

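The table counts CpGs covered by the merged libraries of a group. In the deposited calls, with both strands of a CpG combined, at least 3 calls were present at 17.2% of the CpGs in IFC, 44.7% in SO, 28.6% in SOA and 36.5% in IV.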

**Additional file 10: Table S3.** Differentially hypomethylated tiles (*n*=829) and hypermethylated tiles (*n*=702) with more than 20% methylation difference in IFC compared to SO. Each tile contains information about the genome location, overlapping gene, Ensembl ID, gene description and methylation percentage in each sample. 

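The sample percentages listed for a tile are means over its covered positions, and the tile coordinates match those of the tiles used here. The Difference column is not defined in the same way in both sheets. In the sheet of hypermethylated tiles it is the IFC mean minus the SO mean, and in the sheet of hypomethylated tiles it is the mean of 17 values, the 16 samples and the SO mean, minus the IFC mean. Since the IFC, SOA and IV samples are part of that average, the listed difference is not the difference between the groups. With a limit of 20 points it gave 847 hypomethylated tiles, against 1429 by the difference of group means.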

Differentially methylated CGIs between IFC and SO (*n*=85).

**Additional file 11: Table S4.** Specific loci in IFC compared to SO that contained multiple differential hypo- or hypermethylated tiles (> 20% methylation difference). Enriched biological processes of hypomethylated genes in IFC compared to SO (*n* = 17), including the proteins involved in each GO term.

**Additional file 12: Table S5.** Differentially hypomethylated tiles (*n*=110) and hypermethylated tiles (*n*=455) with more than 20% methylation difference in SOA compared to IV. Each tile contains information about the genome location, overlapping gene, Ensembl ID, gene description and methylation percentage in each sample. Differentially methylated CGIs between SOA and IV (*n*=60).

**Additional file 13: Table S6.** Specific loci in SOA compared to IV that contained multiple differential hypo- or hypermethylated tiles (> 20% methylation difference). Enriched biological processes of hypermethylated promoters in SOA vs IV (20% difference of methylation, *n*=128).

**Additional file 14: Table S7.** Differentially hypomethylated tiles (*n*=48) and hypermethylated tiles (*n*=2031) with more than 20% methylation difference in SO compared to SOA. Each tile contains information about the genome location, overlapping gene, Ensembl ID, gene description and methylation percentage in each sample. Differentially methylated CGIs between SO and SOA (*n*=107)

**Additional file 15: Table S8.** Specific loci in SO vs. SOA comparison that contained multiple differential hypo- or hypermethylated tiles (more than 20% methylation difference). 

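The table counts, for each gene, the tiles that overlap it. Long genes hold more tiles and so can reach a given count more easily: Tcf4 overlaps 47 tiles of the grid, Zfp521 overlaps 31 and Klf12 overlaps 39.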

Enriched biological processes of hypermethylated genes in SO compared to SOA (*n*=40), including the proteins involved in each GO term.

**Additional file 16: Table S9.** Differentially hypomethylated tiles (*n*=4158) and hypermethylated tiles (*n*=3477) with more than 20% methylation difference in IFC compared to SOA. Each tile contains information about the genome location, overlapping gene, Ensembl ID, gene description and methylation percentage in each sample.

**Additional file 17: Table S10.** Specific loci in IFC vs. SOA comparison that contained multiple differential hypo- or hypermethylated tiles (more than 20% methylation difference).

**Additional file 18: Table S11.** Genes commonly hypermethylated or hypomethylated in all pairwise comparisons. Enriched biological processes of genes commonly affected in the SO vs. SOA and IFC vs. SOA comparisons related to sexual maturity of oocytes (*n*=352).

## Data Availability

Mapped sequence data from Bismark software have been deposited in the Gene Expression Omnibus database (GEO) under accession code GSE128656.

## Abbreviations

ARTs: Assisted reproductive technologies
AS: Angelman syndrome
BWS: Beckwith-Wiedemann syndrome
CGIs: CpG islands
COCs: Cumulus-oocyte complexes
DMRs: Differential methylated regions
eCG: Equine chorionic gonadotropin
ESC: Embryonic stem cells
gDMRs: Germline differential methylated regions
GO: Gene ontology
GV: Germinal vesicle stage
hCG: Human chorionic gonadotropin
HyperD: Hypermethylated domain
HypoD: Hypomethylated domain
IFC: In vitro follicle culture
IVM: In vitro maturation
MII: Metaphase-II stage
PB: Polar body extrusion
PBAT: Post-bisulphite adapter tagging
PC1: First principal component
PCA: Principal component analysis
PGCs: Primordial germ cells
PWS: Prader-Willi syndrome
r-EGF: Recombinant epidermal growth factor
r-hCG: Recombinant human chorionic gonadotropin
SEM: Standard error of the mean
SNPs: Single-nucleotide polymorphism
SRS: Silver-Russell syndrome
TSS: Transcription start site

# Supplementary material for: Genome-wide assessment of DNA methylation in mouse oocytes reveals effects associated with in vitro growth, superovulation, and sexual maturity
**Source:** Clin Epigenetics. 2019 Dec 19;11:197. doi: 10.1186/s13148-019-0794-y
**Supplement:** Supplementary file 8 — Additional file 8: Table S1. Summary of all PBAT libraries generated for this study, including the following information: the approximate number oocytes used for each library, number of uniquely mappable reads, mapping efficiency, duplication rate and methylation percentage at CpG, CHG and CHH regions.

**Additional file 8: Table S1.**

Summary of all PBAT libraries generated for this study, including the following information: the approximate number oocytes used for each library, number of uniquely mappable reads, mapping efficiency, duplication rate and methylation percentage at CpG, CHG and CHH regions.

| **Library ID** | **Oocytes** | **Sequences uniquely mapped** | **Mapping efficiency, %** | **Duplication rate, %** | **CpG met %** | **CHG met %** | **CHH met %** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **IFC1** | 104 | 10,611,338 | 78.4 % | 21.6 % | 42.3% | 4.8% | 4.0% |
| **IFC2** | 158 | 6,620,518 | 86.7 % | 13. %3 | 41.8% | 4.8% | 4.1% |
| **IFC3** | 152 | 9,582,839 | 85.9 % | 14.1 % | 41.1% | 4.6% | 3.9% |
| **IFC4** | 72 | 9,430,087 | 69.5 % | 30.5 % | 37.7% | 3.7% | 3.2% |
| **SO1** | 137 | 6,809,090 | 80.7 % | 19.3 % | 41.6% | 4.9% | 4.2% |
| **SO2** | 151 | 6,490,280 | 83.3 % | 16.7 % | 41.7% | 5.0% | 4.3% |
| **SO3** | 137 | 25,694,663 | 71.0 % | 29.0 % | 39.2% | 4.6% | 3.9% |
| **SO4** | 130 | 21,255,031 | 66.7 % | 33.3 % | 40.7% | 4.6% | 3.9% |
| **SO5** | 70 | 15,494,379 | 62.1 % | 37.9 % | 38.5% | 4.4% | 3.8% |
| **SOA1** | 107 | 7,908,706 | 71.3 % | 28.7 % | 42.5% | 5.0% | 4.3% |
| **SOA2** | 141 | 6,357,771 | 80.4 % | 19.6 % | 41.3% | 5.2% | 4.5% |
| **SOA3** | 172 | 7,293,916 | 70.9 % | 29.1 % | 38.4% | 3.9% | 3.3% |
| **SOA4** | 136 | 29,532,884 | 69.1 % | 30.9 % | 38.3% | 4.5% | 3.9% |
| **IV1** | 91 | 20,452,772 | 64.2 % | 35.8 % | 42.9% | 4.2% | 3.6% |
| **IV2** | 88 | 19,890,191 | 66.9 % | 33.1 % | 38.8% | 4.4% | 3.8% |
| **IV3** | 94 | 20,920,457 | 47.0% | 53.0% | 38.8% | 4.7% | 3.9% |

# Supplementary material for: Genome-wide assessment of DNA methylation in mouse oocytes reveals effects associated with in vitro growth, superovulation, and sexual maturity
**Source:** Clin Epigenetics. 2019 Dec 19;11:197. doi: 10.1186/s13148-019-0794-y
**Supplement:** Supplementary file 9 — Additional file 9: Table S2. Sequencing statistics for each experimental group including the number of CpGs covered by more than 1, 3 or 5 reads.

**Additional file 9: Table S2.**

Sequencing statistics for each experimental group including the number of CpGs covered by more than 1, 3 or 5 reads.

|  | **> 1 read** | **Percentage of coverage** | **> 3 reads** | **Percentage of coverage** | **> 5 reads** | **Percentage of coverage** |
| --- | --- | --- | --- | --- | --- | --- |
| **IV** | 16002528 | 73.18% | 7975439 | 36.47% | 3122084 | 14.27% |
| **IFC** | 13766356 | 62.95% | 3767348 | 17.23% | 636740 | 2.91% |
| **SO** | 16925228 | 77.40% | 9764236 | 44.65% | 4483329 | 20.50% |
| **SOA** | 15369525 | 70.28% | 6348306 | 29.03% | 1794253 | 8.20% |

How the deposited data were processed for this re-analysis (not part of the article)

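The data were CpG methylation calls of 16 PBAT libraries, each from a pool of mouse MII oocytes: 4 pools of oocytes grown by in vitro follicle culture (IFC), 5 of superovulated prepubertal females (SO), 4 of superovulated adults (SOA) and 3 of naturally ovulated adults (IV). The authors mapped the reads to GRCm38 with Bismark 0.19, removed duplicates, and analysed the calls with SeqMonk 1.41. The deposited tables list every covered CpG position of each strand with the percent of methylated calls and the counts of methylated and unmethylated calls, without any normalization by the authors. In every library the percent column equalled the value calculated from the counts, within 0.01 points. No position was removed.

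Depth limits the precision. The libraries held between 5218053 and 23065411 calls, and most covered positions had a single call, so values were averaged over tiles, genes or regions. A tile was a run of 100 consecutive CpGs of the reference and gave 218689 tiles. The value of a tile in a sample was the mean of the percentages of its covered positions, with at least 5 positions. CpG islands and CpG-dense regions compared as sets required at least 20, while the single regions at Sfi1, Zscan10, Gnas and Tet3 used all their covered positions. Intervals for single samples are 95% Wilson intervals of the calls and cover counting error only.

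Groups were compared as IFC vs SO, SO vs SOA, SOA vs IV and IFC vs SOA. For tiles and islands, a logistic model of the calls with group as the only term was tested by a likelihood-ratio test with Benjamini-Hochberg adjustment at 0.05, and a further limit of 20 percentage points was put on the difference between group means of sample percentages. For values per sample, two-sided exact permutation tests of the difference of group means were made over all assignments of the samples. The tile tests were tested on simulated data with and without a spread between samples, set in all tiles from the median dispersion of the comparison. Other divisions of the same samples into groups of the same sizes were run through the same test, all 35 where there were 35, and otherwise 100 drawn at random.

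Genes and promoters came from the GENCODE M21 annotation, with promoters taken as the 1000 bp upstream of a transcription start. The named genes were fixed by a rule before the data were examined: every gene that the Results name with a number of tiles, a listed island, a gDMR or as a maternal effect gene, and for each comparison and direction the 3 genes with the most called tiles. Values of the paper's tables had been seen when the rule was written. CpG-dense regions were runs of at least 50 CpGs with a mean spacing of at most 20 bp. Tiles below 20% and above 80% counted as unmethylated and methylated.

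The alternatives set before the data were examined were a quasi-binomial F test, limma on sample percentages, differences between pooled calls, a limit of 30 points, the difference against 17 values used in the hypomethylated sheets of Tables S3 and S7, at least 20 positions per tile, tiles with values in all samples, tiles shifted by 50 CpGs, thinning of all libraries to the shallowest, shallow or deep libraries alone (below or above 12 M reads), depth class as a covariate, the replicate number as a block, positions with at least 3 calls, regions of at least 30 CpGs with a mean spacing of at most 15 bp, limits of 10% and 90%, and each sample left out in turn. A Wald test, positions on reference CpGs only, and the overlap with samples left out were added after the data had been seen.

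Calculations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, R 4.3.3 with limma 3.58.1, and matplotlib 3.10.9 for figures. Non-CpG methylation, hyper- and hypomethylated domains, repeat families, gene ontology and most imprinted regions were left out, because the deposited files or the reference files at hand do not hold the calls or the coordinates needed. Only 24 of the 85 islands of Table S3 could be read.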

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

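The tests of depth, of other control groups, of dose and culture, of counting error, of chromosome X and of the mitochondrial calls in this part were all chosen after the results had been seen.

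Several samples lay far from the other samples of their group. Of 117 groups of 4 or 5 samples over 39 measures, 10 had such a sample by Dixon's 95% limit, and chance alone gives about 1 in 20 groups, which is 5% of them. The measures are related to each other, so these 10 are fewer independent cases. Within a group, the samples differ in the number of oocytes pooled, which was lowest in IFC4 among the IFC pools. An effect of this number was not tested. The paper names different types of sequencer and several independent cultures for the IFC oocytes, but no label gives these per sample. Neither could be tested, and no biological explanation was tested.

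IFC4 had 23.06% of its tiles above 80% methylation, 5.94% methylation in CpG-dense regions and 89.8% in tiles methylated in the other groups, the lowest of the IFC samples each time. Depth does not explain these values, because after thinning of every library to the same number of calls the gap to the nearest sample was still 0.852, 0.841 and 0.924 of the range of the group, each above Dixon's limit. IFC4 was also lowest over Prdm16 (48.5%) and Sox5 (27.4%). After thinning, these gaps were 0.791 and 0.777 of the range, just below the limit, but still 6.58 and 6.59 points. Depth does not explain them, since IFC4, with 7315871 calls, lies between IFC2 (5311009) and IFC3 (7654686), which were at 55.3% and 56.5% over Prdm16 and at 36.5% and 35.7% over Sox5. Differences in conversion or in the make-up of the pool were not tested.

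IFC2 had the highest PC1 score (2503, next IFC sample 1795), and it is the shallowest IFC library. After thinning, the scores were 2275 and 1908, so much of the gap went with depth. The rest was still 0.872 of the range of the IFC samples, so depth does not explain all of it. SO3 had the lowest PC1 score of the SO samples (-64.7). After thinning it was at -11.2, with the next SO sample at 703, and its gap was 0.697 of the range, just below Dixon's limit for 5 samples, so depth may contribute and the matter stays open.

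SO4 had 10.97% methylation in tiles that are unmethylated in the other groups, the highest of the SO samples. Thinning left the gap at 0.773 of the range, which argues against depth. DNA of female somatic cells in the pool would raise CpG-dense regions of chromosome X, where SO4 was 1.25 points above the other SO samples, with a standard error of 0.824 over 16 regions. The regions are too few to decide, so this explanation stays open.

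At the Gnas gDMR, SO3 (89.4%) and SOA4 (91.5%) lay below the other samples of their groups. Thinning left gaps of 0.733 and 0.916 of the range, so a difference in depth does not explain them. Counting error of the calls fits the value of SOA4 (Fisher's exact test of its calls against those of the other SOA samples, p = 0.107). For SO3, Fisher's exact test gave p = 0.00714, but SO3 was chosen as the lowest of 5 samples, so this test cannot tell.

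Some genes that the paper does not discuss were among the 3 genes with the most called tiles in a comparison and direction, counting tiles with a difference of at least 20 points. Klf12 had 28 tiles, Rbm47 had 18 and Akap6 had 13 between SO and SOA, Crhr1 had 7 between IFC and SO, and Ctnnd2 had 27 between IFC and SOA. Depth does not explain the gene body differences, which after thinning were 24.0, -31.9 and -13.3 points for SO minus SOA in Klf12, Rbm47 and Akap6, 38.4 for IFC minus SO in Crhr1 and 15.0 for IFC minus SOA in Ctnnd2. Chance values of the control group do not explain them either, because the first group differed in the same direction from a group that had not entered the calls: by 21.5, -30.1 and -13.5 points from IV, by 42.0 from SOA and by 13.6 from IV. A low dose of injected hormones alone does not explain Klf12, Rbm47 and Akap6, since IV, without injected hormones, lay on the side of SOA (11.4%, 76.6% and 32.0% in IV, 9.16%, 80.1% and 31.9% in SOA). Culture does not explain Ctnnd2, since SO, which was not cultured, was at 41.7% and IFC at 42.9%. An effect of age (Klf12, Rbm47, Akap6 and Ctnnd2) or of culture (Crhr1) may remain as a hypothesis, since these genes were found and tested on the same data. Differences between library batches could not be tested.

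Mitochondrial CpGs, which the paper does not analyse, carried methylated calls in every library, with a median of 39.4% over the 16 libraries. Incomplete conversion of all DNA does not explain this, since unmethylated CpG-dense regions of the nuclear genome had at most 4.75%. The number of calls per position differed only 1.07-fold between the libraries, while the total calls differed 4.42-fold. Removal of duplicates at saturating depth may therefore have changed the share of methylated reads, but this cannot be told apart from other causes without the reads before duplicate removal. No difference between groups was found (two-sided exact permutation test, p from 0.214 to 0.548), and no biological explanation was tested.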

How the results depend on the processing

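The Wald test, positions on reference CpGs only, and the overlap with a sample left out were chosen after seeing the data, and the other alternatives were set before. Of 250 values of the main results under other settings, 171 kept their direction and side of the threshold, and of 461 values with 1 sample left out, 413 did. For single genes and other values, 68 of 73 and 375 of 392 did. Where a value changed, the cause was not tested, unless fewer tiles or fewer samples are the alternative itself.

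Counts of tiles depended most on the test. For IFC vs SO, SO vs SOA, SOA vs IV and IFC vs SOA, the quasi-binomial F test called 1, 37, 7 and 303 tiles, with 0, 6, 0 and 146 hypomethylated and 0, 25, 0 and 85 hypermethylated by at least 20 points. Limma called 144, 658, 0 and 2481, with 94, 219, 0 and 1341 hypomethylated and 42, 383, 0 and 911 hypermethylated. By more than 1.5 times, the Wald test changed only the differentially methylated tiles, SOA vs IV, to 4696. A threshold of 30 points left 261, 357, 18 and 1475 hypomethylated and 128, 415, 85 and 837 hypermethylated tiles. With 17 values, 847, 48, 30 and 1072 tiles were hypomethylated, 9 tiles and 6 genes were hypomethylated in both SO vs SOA and IFC vs SOA.

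Depth limits the number of tiles that can be called. With at least 20 positions per tile, which leaves fewer tiles, 4008, 5415, 6636 and 7821 tiles were called, with 624, 523, 46 and 1470 hypomethylated and 251, 527, 63 and 932 hypermethylated. Thinning gave 3618, 6909, 1230 and 12963 called tiles. In shallow libraries alone, 3972 tiles were called for IFC vs SO (2185 hypomethylated), 5000 for SO vs SOA and 14766 for IFC vs SOA. In deep libraries alone, 698 tiles were hypomethylated for SOA vs IV. With depth class as a covariate, 3969 tiles were called for IFC vs SO (387 hypermethylated) and 14766 for IFC vs SOA, and for SOA vs IV 126 tiles were hypomethylated and 131 hypermethylated.

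The replicate numbers were used as a block although they do not pair the samples: the correlation of same-numbered samples lay between -0.009 and 0.067. The block gave 8013, 18540, 5763 and 20857 called tiles and 53 islands for SOA vs IV. Only the count of 5763 moved by more than 1.5 times.

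With positions of at least 3 calls, global CpG methylation, SO minus SOA, reversed to -0.482 points. The share of tiles under 20% methylation, IFC minus SOA, was weaker with at least 20 positions (-0.514). With regions of at least 30 CpGs and a mean spacing of at most 15 bp, CpG-dense regions, mean methylation, IFC minus SOA, was weaker (-0.294), and CpG-dense regions, mean methylation, SO minus SOA (0.402), and CpG-dense regions, mean methylation, SOA minus IV (-0.339), reversed. PC2 score, SOA minus IV in SD of all samples, reversed with unit variance (0.626) and thinning (0.124). With limits of 10% and 90%, IV1 exceeded IV2 and IV3 by 8.74 points in unmethylated tiles poor in CpGs and was -3.04 points lower in methylated ones. With 5 positions per island, 8 islands reached 20 points for IFC vs SO, and with pooled calls 2 did for SOA vs IV. With pooled calls, Sfi1 locus methylation, CpG-dense regions, SO minus SOA, was stronger (3.96, two-sided exact permutation test, p = 0.0238). With separate SOA controls, the hypomethylated tiles shared by SO vs SOA and IFC vs SOA were 710 and 863 and the hypermethylated 797 and 695.

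With 1 sample left out, called tiles ranged from 7347 to 9177 for IFC vs SO, 10066 to 20313 for SO vs SOA, 2485 to 24216 for SOA vs IV and 14766 to 22255 for IFC vs SOA. Hypomethylated tiles ranged from 1445 to 2538 for SO vs SOA and 188 to 694 for SOA vs IV. Hypermethylated tiles ranged from 813 to 1319 for IFC vs SO and 407 to 1066 for SOA vs IV. Islands with 20 points ranged from 4 to 8 for IFC vs SO and 3 to 13 for SOA vs IV. Tiles hypomethylated in both IFC vs SOA and SO vs SOA ranged from 916 to 1638, and such genes from 317 to 727.

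Global methylation ranged from -0.0183 (reversed without IFC1) to 1.79 for IFC minus SO, from -0.534 to 1.24 for SO minus SOA, and from -0.965 to 1.40 for SOA minus IV. The difference in global CpG methylation, SO minus SOA, reversed without SO1 (-0.166), SO2 (-0.129), SOA3 (-0.367) and SOA4 (-0.534), and global CpG methylation, SOA minus IV, without SOA1 (-0.965), SOA2 (-0.373), IV2 (-0.703) and IV3 (-0.618). The share of tiles below 20% ranged from -2.79 to -1.79 for IFC minus SOA, and the exact permutation p rose above 0.05 when any IFC sample was left out, in groups of 3 and 4, and from -0.417 (without IV1) to 5.25 for SOA minus IV. The share of tiles over 80% methylation, IFC minus SO, ranged from -0.492 to 0.404, and reversed without IFC4 (0.404), SO1 (0.0597) and SO2 (0.0217). CpG-dense regions ranged from -0.679 to -0.338 for IFC minus SO, -0.732 to -0.395 for IFC minus SOA and -0.223 to 0.0561 (reversed without SO5) for SO minus SOA. Of the 8 values for IFC minus SOA in these regions, only 1 kept its direction and side of the threshold. PC2 score, SOA minus IV in SD of all samples, ranged from -0.706 (without SO2) to 0.111 (reversed without IV1). The CpG-dense region of Sfi1 ranged from -0.0706 (reversed without SOA1) to 1.36. The Gnas gDMR ranged from -11.6 to -1.19 (without IV1) for IV minus IFC, from -8.65 to 1.78 for IV minus SO and from -8.40 to 2.02 for IV minus SOA, both reversed without IV1. For gene body methylation of named genes, Cdh13, SOA minus IV, the range was -0.359 to 2.90, and it reversed without SOA1 (-0.246), IV2 (-0.0667) and IV3 (-0.359).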

Differences from the paper's values

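A count is said here to differ from the paper's where one is more than 1.5 times the other, and to lie within 1.5 times otherwise.

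The paper gives 1248 significant tiles for SOA vs IV, and the value here was 12912. Of the alternatives set before the data were examined, only thinning to the shallowest library, with 1230 tiles, lies within 1.5 times the paper's value. The quasi-binomial F test (7), limma (0) and at least 20 positions per tile (6636) differ from it. So do tiles with a value in all 16 samples (12698) and tiles shifted by 50 CpGs (13018). Depth class as a covariate (10488) and the replicate block (5763) also differ. Deep libraries alone are not compared with the paper, since SOA4 is the only SOA library among them. In IFC vs SO, SO vs SOA and IFC vs SOA, thinning gave 3618, 6909 and 12963 tiles, where the paper gives 6362, 14795 and 17982. With a Wald test in place of the likelihood-ratio test, chosen after seeing the values, there were 7253 differentially methylated tiles, IFC vs SO, 14263 differentially methylated tiles, SO vs SOA, 4696 differentially methylated tiles, SOA vs IV, and 19257 differentially methylated tiles, IFC vs SOA.

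For hypomethylated tiles with a difference of at least 20 points, the paper gives 829 for IFC vs SO, and the value here was 1429. The difference measured against 17 values, as in the paper's sheet (847), at least 20 positions per tile (624) and depth class as a covariate (1059) lie within 1.5 times the paper's value. Limma (94), the quasi-binomial F test (0), the difference between pooled calls (1403), a threshold of 30 points (261), tiles with a value in all 16 samples (1390), shifted tiles (1419), thinning (1404), shallow libraries only (2185) and the replicate block (1464) differ from it.

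For SO vs SOA the paper gives 48 hypomethylated tiles, and the value here was 1643. The difference measured against 17 values gave 48 and is the only alternative within 1.5 times the paper's value. Limma (219), the quasi-binomial F test (6), pooled calls (1299), 30 points (357) and at least 20 positions (523) differ from the paper's value. So do tiles with a value in all 16 samples (1618), shifted tiles (1683) and thinning (1800). Shallow libraries (1816), depth class (1531) and the replicate block (1624) also differ.

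For SOA vs IV the text and Table S5 of the paper give 110 hypomethylated tiles, and the value here was 277. Table 1 of the paper gives 455 hypomethylated and 110 hypermethylated tiles, the reverse of the text. Depth class as a covariate (126) lies within 1.5 times the value of the text. The quasi-binomial F test (0), limma (0), pooled calls (290), 30 points (18), 17 values (30) and at least 20 positions (46) differ from it. So do tiles with a value in all 16 samples (239), shifted tiles (267), thinning (200) and the replicate block (251).

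The paper gives 17 genes with at least 5 hypomethylated tiles and 4 with at least 5 hypermethylated tiles in IFC vs SO, and the values here were 34 and 7. With 17 values the first count was 26, which still differs, and no other setting was run for the second. For Myo16 the paper gives 13 hypomethylated tiles, against 23 here and 20 with 17 values, which both differ. For Cdh13 in SOA vs IV the paper gives 2 hypermethylated tiles, against 1 here, and no other setting was run.

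The paper gives 60 significant CpG islands for SOA vs IV, and of the same islands 39 were called here. A minimum of 5 positions per island (46) and the replicate block (53) lie within 1.5 times the paper's value, and the difference between pooled calls (39) differs. The test here was adjusted over the listed islands alone.

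For genes with hypomethylated tiles in Table S11, the paper lists 3 in all 3 comparisons, 145 in IFC vs SO and IFC vs SOA only, and 4 in IFC vs SOA and SO vs SOA only. The values here were 76, 220 and 287. With 17 values they were 4, 199 and 2, of which the first 2 lie within 1.5 times the paper's values and the last differs. For hypermethylated tiles the paper lists 26 genes in all 3 comparisons and 98 in IFC vs SO and IFC vs SOA only, against 44 and 200 here, and no other setting was run.

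Some statements of the paper go against the values here. The paper names SO vs SOA as the comparison with the most significant tiles, while IFC vs SOA had 22456 tiles and SO vs SOA 17752 here. Table 1 of the paper has the same order as here, with 17982 and 14795. The paper states a strong bias towards hypermethylation in SO, while 2056 tiles were hypermethylated and 1643 hypomethylated by at least 20 points here. With 17 values for the hypomethylated tiles there were 48. The paper states that all hypomethylation differences of IFC vs SO were present in IFC vs SOA, while 986 of 1429 tiles (69.0%) were called by at least 20 points in both here. Of 1390 such tiles with a value in every sample, 1362 (98.0%) were lower in IFC than in SOA to any extent, which their selection for low IFC values also favours. With the tiles of IFC vs SO chosen by 17 values, 840 of 847 were.

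The paper names Tcf4, Zfp521 and Atrnl1 as the genes with the most hypermethylated tiles in SO. Klf12 had 28 such tiles here, as many as Tcf4. The paper singles out Soga1 among the hypomethylated tiles in SO, while Msi2 had 31 here and Soga1 had 10. With 17 values, Soga1 had 7 and Msi2 had 3, and 1 gene had at least 5, in the paper's order. The paper names Sdk1, Lphn2, Cdh13 and Tcf4 as the only genes with more than 1 tile in SOA vs IV, while 2 genes here held more than 1 hypomethylated tile, with 3 in Pde4d, and 8 held more than 1 hypermethylated tile, among them Gm20388 with 4 and Ccdc106 with 2.

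The paper counts the island at the promoter region of Sfi1 among the hypomethylated ones. The CpG-dense region there was at 38.3% in SO and 37.8% in SOA, and with pooled calls the Sfi1 locus methylation, CpG-dense regions, SO minus SOA, was 3.96 points. For Zscan10 the group means match the paper's, and the two-sided exact permutation test over samples gave p = 0.262. At the Gnas gDMR the paper states a difference past its threshold between IV and the other groups. The differences here were -8.08 from IFC, -5.12 from SO and -4.87 from SOA. They were measured over the region listed at Gnas in Table S5, which may not be the interval of the paper's test. The paper states that all groups were similar at the promoters, islands and gene bodies of the maternal effect genes. The island in Tet3 differed between IFC and SO by -29.3 points (two-sided exact permutation test, p = 0.00794). The paper itself lists this island, without a gene, among those that differ between these samples, so this p is not independent evidence. Of 72 tests of gene bodies and promoters of these genes, 1 had an unadjusted p below 0.05 (two-sided exact permutation test). That test was at the promoters of Tet3, of which 1 lies inside the island, at 61.7% in IFC and 98.9% in SO. The 2 results are therefore not separate.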

Other observations

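The tests of somatic DNA and incomplete conversion in IV1, and of the shared SOA control, were set before their results were seen. The tests of depth, of chromosome X, of the count without IV1, of copy number, of Tet3, of PC2, of dose and culture, and of other divisions of the samples were chosen after the results had been seen.

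IV1 was more methylated than IV2 and IV3 in tiles that are unmethylated in the other samples. Incomplete bisulfite conversion does not explain this, since unmethylated CpG-dense regions of the autosomes rose by only 0.666 points. A difference in depth does not explain it, since after thinning the tiles poorest in CpGs were still 8.35 points higher. Somatic DNA in the pool fits: these tiles rose by 8.11 points while CpG-dense regions hardly rose and methylated tiles fell. CpG-dense regions of chromosome X rose by 3.37 points (standard error 1.28 over 16 regions), more than those of the autosomes, which is what DNA of female somatic cells with an inactive X chromosome would give. Cumulus cells may be the source, but the cell type was not tested, and the design gives no biological condition that sets IV1 apart.

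The number of differentially methylated tiles, SOA vs IV, depended on single libraries. Without IV1, with its unusual values, 2485 tiles were called in place of 12912, while without IV2 or IV3 the count rose. Without SOA4, the only deep SOA library, 4699 tiles were called, and after thinning 1230, so the count also depended on depth. Among all divisions of the 7 samples into groups of 4 and 3, 15 of 35 gave as many called tiles as the real groups, 22 as many hypomethylated and 10 as many hypermethylated tiles with a difference of at least 20 points. The counts for SOA vs IV may thus arise from the spread between samples alone.

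For the other comparisons, a random grouping of the samples does not explain the counts. In IFC vs SO, 2 of 100 divisions gave as many called tiles, 1 as many hypomethylated and 4 as many hypermethylated tiles. In SO vs SOA these numbers were 1, 2 and 1 of 100, and in IFC vs SOA they were 1, 1 and 1 of 35, the real groups being counted each time. Regrouping cannot tell the groups apart from library batches or types of sequencer, which no label gives per sample. A difference due to culture or age, alone or along with the dose, stays open as a hypothesis, and so does a technical difference that follows the groups.

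Sfi1 held 5.61 times as many calls per position as the median tile of chromosome 11 (median over 16 libraries, at least 4.18 times in each). More copies of the sequence in the genome than in the reference fit this. Methylation at Sfi1 may then be an average over several copies, and a difference between groups cannot be assigned to the annotated gene. The number of copies in these mice was not measured.

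The CpG island in Tet3 was less methylated in IFC than in SO. Depth does not explain this, with -28.4 points after thinning. Chance values of the SO samples do not, since IFC was also lower than SOA by -26.8 points (two-sided exact permutation test, p = 0.0286). Compared with IV the difference was -20.7 points, within the spread between samples (exact p = 0.143). The highest IFC sample, at 78.6%, was above the lowest IV sample. Tiles unmethylated in the other groups were only 0.823 points higher in IFC than in SO, which argues against somatic DNA in the IFC pools. Compared with SOA they were 1.90 points higher in IFC (two-sided exact permutation test, p = 0.0286), so some somatic DNA is not excluded. IV1, at 76.7%, was as low as IFC4. For the promoters of Tet3 as a whole, chance among the tests of maternal effect genes cannot be told apart from a difference, because a single test at the smallest possible p could not go below the adjusted p of 0.571. An effect of culture on the island may be proposed as a hypothesis, found and tested on the same data from 26 or more positions per IFC and SO sample and 17 or more per SOA sample.

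SO1 and SO2 lay apart from the other samples on PC2, at -2083 and -3050. Low depth alone does not give such scores, since the lowest score among the other shallow libraries was -163. After thinning, however, the component that best matched PC2 was the third (r = 0.742), and IV1 lay farthest on the second. Whether depth contributes therefore stays open. A difference between library batches could not be tested, because no label gives the batch, and no biological explanation was tested.

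Tiles differed the same way in IFC vs SOA and in SO vs SOA. The shared SOA control does not explain all of this overlap, since at least 695 tiles were still shared when the 2 comparisons used separate SOA samples. Culture of the oocytes does not explain it, since SO oocytes were not cultured. A low dose of injected hormones alone does not either, since it would put IV, without injected hormones, on the side of SO. In the tiles hypermethylated in SO vs SOA, IV was at 35.4% and SOA at 30.7%, against 57.0% in SO and 54.7% in IFC, which was not injected. The age of the females follows this division and may be involved, as a hypothesis found and tested on the same data. Library batches could not be tested, because no label gives them.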
